# C/EBPδ Suppresses Motility-Associated Gene Signatures and Reduces PDAC Cell Migration

**DOI:** 10.3390/cells11213334

**Published:** 2022-10-22

**Authors:** Leonie Hartl, Pien A. F. Maarschalkerweerd, Joe M. Butler, Xue D. Manz, Victor L. J. L. Thijssen, Maarten F. Bijlsma, JanWillem Duitman, C. Arnold Spek

**Keywords:** CCAAT/enhancer-binding protein delta, pancreatic ductal adenocarcinoma, metastases, migration, cytoskeleton

## Abstract

Pancreatic Ductal Adenocarcinoma (PDAC) is among the most aggressive human cancers and occurs globally at an increasing incidence. Metastases are the primary cause of cancer-related death and, in the majority of cases, PDAC is accompanied by metastatic disease at the time of diagnosis, making it a particularly lethal cancer. Regrettably, to date, no curative treatment has been developed for patients with metastatic disease, resulting in a 5-year survival rate of only 11%. We previously found that the protein expression of the transcription factor CCAAT/Enhancer-Binding Protein Delta (C/EBPδ) negatively correlates with lymph node involvement in PDAC patients. To better comprehend the etiology of metastatic PDAC, we explored the role of C/EBPδ at different steps of the metastatic cascade, using established in vitro models. We found that C/EBPδ has a major impact on cell motility, an important prerequisite for tumor cells to leave the primary tumor and to reach distant sites. Our data suggest that C/EBPδ induces downstream pathways that modulate actin cytoskeleton dynamics to reduce cell migration and to induce a more epithelial-like cellular phenotype. Understanding the mechanisms dictating epithelial and mesenchymal features holds great promise for improving the treatment of PDAC.

## 1. Introduction

When combining all tumor stages at the time of diagnosis, Pancreatic Ductal Adenocarcinoma (PDAC) has the lowest 5-year survival rate of all cancers, which is now 11% [1]. Currently, PDAC is the third-leading cause of cancer-related mortality in the United States (US) and predicted to become the second-leading cause of cancer-related death by 2040 [1,2]. Although not a common cancer, PDAC incidence is increasing between 0.5 and 1% every year, which resulted in around 60,430 new cases in 2021 in the US alone. A mere 10–20% of patients present with resectable disease, whilst 80–90% are diagnosed with either locally advanced or metastatic disease, leading to a median survival of 6–11 and 3–6 months, respectively [3,4,5]. Metastatic disease and local and metastatic relapse after resection are considered the main cause of mortality in cancer. PDAC is especially prone to yield metastases, urging a better understanding of the mechanisms underlying metastatic development in this disease [6].

For primary tumor cells to establish metastatic lesions, a series of steps—referred to as the metastatic cascade—must be completed [7]. To initiate the metastatic cascade, the epithelial-like cancer cells at the invasive front of the tumor undergo morphological and, presumably, genetic changes, shifting them into a mesenchymal-like state [8]. Through this transition, cells lose cell–cell junctions and trade their epithelial-like shape for a spindle-like shape accompanied by invadopodia, allowing them to disseminate from the primary tumor. Simultaneously, an upregulation of matrix-degrading enzymes allows them to invade the surrounding stroma and to eventually reach nearby vessels [9]. Intravasation of lymph or blood vessels constitutes the next crucial step of the metastatic cascade, which is accompanied by further genetic and epigenetic changes as well as metabolic adaptions and is often aided by different cell types of the tumor microenvironment [10,11]. Once cells have reached the blood stream, circulating tumor cells need to escape from anoikis and to survive high shear stresses as well as immune surveillance [12]. Through the activation of tumor-specific ligands and receptors, circulating tumor cells can then attach to and modulate endothelial cells in order to extravasate through the endothelial layer and the surrounding basement membrane at distant locations to colonize metastatic niches [12,13]. Whether in PDAC, tumor cells colonize distant tissues before a clinically detectable primary tumor mass is established, is still under debate [6].

CCAAT/Enhancer-Binding Protein Delta (C/EBPδ) is a transcription factor of the C/EBP-family that currently comprises C/EBPα, -β, -γ, -δ, -ε, and -ζ. The different family members form homo- or heterodimers that bind specific DNA sequences and induce the transcription of a plethora of genes associated with differentiation processes, cell cycle regulation, proliferation, and apoptosis. Next to this, C/EBPδ is currently under close scrutiny in different cancers and an image emerges of a highly context-dependent role of C/EBPδ in carcinogenesis and metastasis formation. The knockdown of *CEBPD* in urothelial carcinoma cells limited cell proliferation, migration, and invasion [14]. On the contrary, we recently described an inverse correlation between C/EBPδ expression in primary tumor cells and their ability to form lymph node metastases in PDAC [15]. Briefly, lower nuclear C/EBPδ tumor cell expression associated with an increased likelihood of lymph node metastases and a decreased median overall survival. Concurrently, C/EBPδ is lower expressed in PDAC cells as opposed to normal pancreatic ductal cells [15].

To investigate the relationship between C/EBPδ and metastasis formation in PDAC, we established PDAC cell lines with a doxycycline-inducible C/EBPδ expression. We previously found that the induction of C/EBPδ in these cells limits their proliferative capacity, implying a tumor-suppressor role in PDAC. As decreased tumor cell proliferation does not necessarily account for decreased lymph node involvement, we herein used this system to subject PDAC cells to various in vitro assays modeling different steps of the metastatic cascade.

## 2. Materials and Methods

### 2.1. Cell Lines and Cell Culture Reagents

MIA PaCa-2 (CRL-1420, ATCC, Manassas, VA, USA) and PANC-1 (CRL-1469, ATCC) cells were maintained in DMEM medium (#41965120, Gibco, Waltham, MA, USA) supplemented with 10% (*v*/*v*) fetal calf serum (#S-FBS-NL_015, Serana, Pessin, Germany), 2% (*v*/*v*) penicillin–streptomycin (#15140122, Gibco), and 2 mM L-glutamine (#17-605E, Lonza, Basel, Switzerland), hereafter referred to as complete growth medium, at subconfluency in a tissue culture incubator in 5% CO_2_ at 37 °C. Cells were monthly tested negative for mycoplasma and their identity was confirmed yearly by STR profiling (last in February 2022).

### 2.2. Cloning Strategy and Lentiviral Transduction

Control (CTRL) and C/EBPδ-inducible cells were prepared as described previously [15]. Briefly, MIA PaCa-2 (CRL-1420, ATCC) and PANC-1 cells (CRL-1469, ATCC) were transduced with the *pCW57* vector (#80921, Addgene, Watertown, MA, USA) bearing either a doxycycline-inducible transactivator (tTA) and TRE promoter and the *CEBPD* cDNA (C/EBPδ-inducible cells) or the tTA and TRE promoter without *CEBPD* cDNA (CTRL cells). Additionally, to distinguish C/EBPδ-inducible cells from CTRL cells, green and red fluorophores were added through lentiviral transduction with LeGO-V2 (*mVenus*, #27340, Addgene) and LeGO-C2 (*mCherry*, #27339, Addgene), respectively [16]. A pool of three C/EBPδ-inducible clones was used for downstream experiments.

### 2.3. RNA Extraction and RNA Sequencing

Cells (3.5 × 10^5^) per well were seeded in 12-well plates in triplo and either treated with doxycycline at a concentration of 2 µg/mL to induce C/EBPδ expression for 24 h or without doxycycline to study effects of baseline C/EBPδ expression. Cells were then lysed and RNA was extracted using the NucleoSpin RNA-extraction kit (#740955, Macherey-Nagel, Düren, Germany) according to the supplier’s protocol for cultured cells. RNA quality was assessed by bioanalysis (TapeStation, Agilent), with all samples having RNA integrity numbers (RINs) > 7. Total RNA concentrations were determined by Qubit 2.0 Fluorometer (Life Technologies, Waltham, MA, USA). Sequencing libraries were prepared by means of the KAPA RNA HyperPrep with RiboErase (#KR1351—v1.16, Roche, Woerden, The Netherlands) as per manufacturer’s instructions. Libraries were sequenced using the Illumina HiSeq4000 (Illumina) to generate 50 bp reads.

### 2.4. Bioinformatic Analyses

RNA sequence read quality was assessed using FastQC methods (version 0.11.5; Babraham Institute, Cambridge, UK). Trimmomatic version 0.39 [17] was used to trim the Illumina adapters and to filter low-quality reads and ambiguous nucleotide-containing sequences. Low-quality nucleotides (3 leading and 3 trailing) were removed from each read. A sliding window trimming using a window of 4 and a Phred score threshold of 15 nucleotides was used to access the quality of the reads. After pre-processing, the remaining high-quality reads were aligned against the human Genome Reference Consortium Build 38 (GRCh38, Ensembl 84) using Hisat2 (2.2.0) [18] with default parameters. Count data were generated by means of the HTSeq method [19]. The R2 Genomics Analysis and Visualization Platform [20] was used to determine differentially expressed genes between samples with baseline *CEBPD* expression and samples in which *CEBPD* was induced for 24 h using ANOVA with a cutoff at FDR-corrected *p* < 0.01. Volcano plots were generated using the R2 Genomics Analysis and Visualization Platform [20] and annotated using GraphPad Prism (version 9.1.0, GraphPad Software Inc., San Diego, CA, USA). Gene Ontology (GO) term enrichment analysis was done using the GOrilla Gene Ontology Enrichment Analysis and Visualization Tool [21,22], applying the Biological Process-Ontology. Gene Set Enrichment Analysis (GSEA) was performed using the Broad Institute GSEA tool (version 4.2.1) [23,24]. The median CEBPD expression of all samples was used as the threshold to dichotomize the samples. Signal-to-noise was selected as the metric for ranking genes. *p*-values indicating the significance of enrichment were determined by 1000 permutations using a gene set comprising actin dynamics-associated gene sets retrieved from the MSigDB Broad Institute gene set database: GOBP: positive regulation of actin filament bundle assembly (GO:0032233), GOBP: positive regulation of actin filament depolymerization (GO:0030836), GOBP: positive regulation of actin cytoskeleton reorganization (GO:2000251), GOBP: positive regulation of actin nucleation (GO:0051127), and GOBP: positive regulation of actin filament polymerization (GO:0030838). Duplicate genes were removed such that each gene is represented only once in the final gene set.

### 2.5. Scratch Migration Assays

PDAC cells transduced with doxycycline-inducible *pCW-CEBPD* (and *mVenus* fluorophore) or *pCW-CTRL* (and *mCherry* fluorophore) constructs were mixed at equal ratios and seeded at 20,000 cells per well in the Incucyte Imagelock 96-well plate (#BA-04856, Sartorius, Göttingen, Germany) and allowed to attach overnight in complete medium. Doxycycline was added to half of the wells at a concentration of 2 µg/mL. The next day, cell layers were wounded using the Incucyte wound maker tool (#4563 and #5025-0191, Sartorius), the cells were washed once with PBS, and fresh complete medium with 1.5–2.5% FCS and with or without doxycycline was added and refreshed every 2–3 days. Cells were imaged at regular intervals using the Incucyte S3 Live-Cell Analysis Instrument (Sartorius). The Incucyte Scratch Wound Analysis Software Module (#9600-0012, Sartorius) was used to quantify the percentage of initial wound area covered by red fluorescent or green fluorescent cells. To correct for differences in baseline migration between CTRL and C/EBPδ-inducible cells, the following formula was used: C/EBPδ_doxycycline(corrected)_ = C/EBPδ_doxycycline_ ∗ (CTRL_untreated_/C/EBPδ_untreated_). Graphs and linear regression to compare migration slopes were done using GraphPad Prism (version 9.1.0, GraphPad Software Inc.).

### 2.6. Manual Cell Tracking

Cells were seeded at 100 cells per well in 24-well plates and imaged once per hour using the Incucyte S3 Live-Cell Analysis Instrument (Sartorius). The exported time lapse images were imported into ImageJ [25] and the Manual Tracker-Plugin was used to follow the most motile cells in each condition by marking the cell’s center at each consecutive time point. The results table was exported and graphs and Mann–Whitney U tests were performed using GraphPad Prism (version 9.1.0, GraphPad Software Inc.).

### 2.7. Chemotaxis Assays

For chemotaxis assays, 2 × 10^4^ PDAC cells were seeded in the Incucyte Clearview 96-well Plate for chemotaxis (#4582, Sartorius) in medium supplemented with 1% FCS. Half of the wells were treated with doxycycline 2 μg/mL, which was refreshed every 2–3 days. Bottom compartments of the wells contained complete growth medium. The Incucyte S3 Live-Cell Analysis Instrument (Sartorius) was used to image cells at 4-h intervals and the Incucyte Chemotaxis Analysis Software Module was used to quantify the cell-covered area at the bottom of the transwell membrane over time. GraphPad Prism (version 9.1.0, GraphPad Software Inc.) was used to reproduce migration curves.

### 2.8. Fluorescence-Activated Cell Sorting (FACS)

PDAC CTRL and C/EBPδ-inducible cells were treated or not with doxycycline 2 µg/mL for up to 4 weeks and regularly trypsinized and resuspended in FACS buffer (1% FCS in PBS) for FACS analysis (CytoFLEX S Flow Cytometer, Beckman Coulter, Brea, CA, USA). Cell populations were analyzed using the CytExpert Acquisition and Analysis Software Version 2.4. Instrument settings were calibrated before each use using the CytoFLEX Daily CQ Fluorospheres (#B53230, Beckman Coulter). 

### 2.9. Phalloidin Staining

MIA PaCa-2 cells were seeded at 10,000 cells per well in 8-well chambered coverslides (Nunc Lab-Tek, #155383, Waltham, MA, USA), treated or not with doxycycline at 2 µg/mL, and allowed to attach for 48 h. Cells were washed with PBS, fixed in 4% paraformaldehyde (ProSciTech, #C006) and permeabilized with 0.1% Triton X-100 (MERCK, X-100, Darmstadt, Germany) for 10 min at room temperature each and stained using ActinGreen 488 Ready Probes Reagent (Invitrogen, #R37110, Waltham, MA, USA) according to the manufacturer’s protocol. Cells were imaged using the Leica Digital LightSheet confocal microscope TCS SP8 DLS.

### 2.10. Gene Knockdown

Per target gene, five short hairpin RNAs (shRNA) (MISSION shRNA library, MERCK) were used for lentiviral silencing. Based on RT-qPCR analysis, cells transduced with the following shRNA clones were used for downstream experiments: Neuroepithelial Cell Transforming 1 (*NET1*, NM_005863, TRCN0000047763), Gelsolin (*GSN*, NM_000177, TRCN0000029724), Myopalladin (*MYPN*, NM_032578, TRCN0000073454), Integrin Subunit Beta 4 (*ITGB4*, NM_000213, TRCN0000057771), AXL Receptor Tyrosine Kinase (*AXL*, NM_001699, TRCN0000001037), Epithelial Growth Factor Receptor (*EGFR*, NM_005228, TRCN0000121069), and ETS Proto-Oncogene 1 (*ETS1*, NM_005238, TRCN0000005588) (Figure S1). For RT-qPCR, knockdown cells were lysed and RNA was extracted using the NucleoSpin RNA-extraction kit (#740955, Macherey-Nagel) according to the supplier’s protocol for cultured cells. The eluted RNA was analyzed spectrophotometrically using the NanoDrop 2000 (#ND-2000, Thermo Scientific, Waltham, MA, USA). All samples were treated with RQ1 RNAse-Free DNAse (#M6101, Promega, Madison, WI, USA) and reverse-transcribed into cDNA using M-MLV Reverse Transcriptase (#M1701, Promega), random hexamers (#N8080127, Fisher Scientific), and 10 mM dNTPs (#R0192, Fisher Scientific). The SensiFAST SYBR No-ROX Kit (#BIO-980, GC biotech) was used to perform real-time quantitative RT-qPCR in a LightCycler 480 Instrument (Roche). Gene expression levels were normalized to the expression of the reference genes *TBP* and *RPLP0* using the primers enlisted in Table S1.

## 3. Results

### 3.1. C/EBPδ Induces Migration-Associated Gene Signatures

We previously showed that a high expression of C/EBPδ in primary tumor cells correlates with a decreased likelihood of lymph node involvement in PDAC patients [15]. In the current study, we aimed to delineate downstream pathways regulated by C/EBPδ that potentially contribute to this phenomenon. To this end, C/EBPδ expression was induced in MIA PaCa-2 cells using a doxycycline-responsive Tet-On system [15]. Subsequently, RNA-sequencing was performed on ribosomal RNA (rRNA)-depleted total RNA after 24 h of doxycycline treatment. 

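MIA PaCa-2 is a cell line derived from a human pancreatic carcinoma. The C/EBPδ-inducible cells are a pool of clones with a Tet-On construct in which doxycycline switches on the CEBPD cDNA, and the CTRL cells carry the same construct without the cDNA. The count table covers both lines at 0, 8, 24 and 48 h of treatment with 2 µg/mL doxycycline, with 3 replicate wells in each of the 8 groups, which gives 24 libraries. The sample labels list the doxycycline dose at 0 h as well, whereas the paper describes those cells as untreated (0 µg/mL), and they were used as untreated cells. The authors trimmed the reads, aligned them to GRCh38 with Hisat2 and counted them on genes with HTSeq. The deposited values are whole-number counts without normalization for 60675 Ensembl identifiers, of which 37659 had a count in at least one library. In CTRL cells, the total per library ranged from 17328881 to 19943792 counts at 0 h (median 18585420), from 16413617 to 19793613 at 8 h (median 17998986), from 19277615 to 22312401 at 24 h (median 21617048) and from 16976693 to 19511963 at 48 h (median 18778830). In C/EBPδ-inducible cells, it ranged from 17892767 to 22053973 counts at 0 h (median 18833632), from 12731237 to 19002764 at 8 h (median 18915963), from 19780763 to 22416507 at 24 h (median 20905199) and from 16780129 to 22598595 at 48 h (median 17252992). The 10 genes with the most counts took between 4.46 and 4.97% of a library. A gene with 3 counts or fewer in every library of a group was treated as being at the floor, which corresponds to between 0.133 and 0.236 CPM (counts scaled to a common library size) depending on the library. The floor covers counting error only, as the reads carry no molecular identifiers.

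From these counts, library sizes were scaled with edgeR's TMM method, genes with too few counts were removed with its filterByExpr function, and groups were compared with its quasi-likelihood test. Genes were called DEGs at a Benjamini-Hochberg FDR of 0.01, the paper's cut-off. Replicate libraries of a group were not copies of each other, since the chi-square statistic per gene between them lay between 1.66 and 16.7. The first principal component of 17023 genes held 65.1% of the variance and separated the lines, and the second held 11.7% and followed time. The paper's text does not name the strand setting of the read counting, so that genes whose exons overlap a gene on the other strand are reported as uncertain. Overlaps were looked up only for the genes that the paper names and the C/EBP family members. For the other genes, named here by the size of their change, an overlap is not excluded.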

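CTRL cells after 24 h of doxycycline were compared with CTRL cells at 0 h, a contrast in which culture time and doxycycline change together. Of 15196 genes tested, 931 were DEGs, with 431 higher and 500 lower at 24 h. With the replicate number as a block in the model, 1015 genes were DEGs, and the deviations of same-numbered libraries from their group means correlated across genes with a mean r of 0.16. The libraries of the groups did not overlap for 28.5% of the genes tested, against the 10% that chance gives for 3 libraries against 3. VEGFA (ENSG00000112715, GRCh38 chromosome 6, 43770184 to 43786487, its exons overlap a gene on the other strand) rose from 52.9 ± 3.05 CPM (SD, n = 3) to 101.6 ± 4.06 CPM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.045, adjusted p = 6.51e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CEBPG (ENSG00000153879, chromosome 19, 33373685 to 33382686) rose by 0.54 on the log2 scale (standard error 0.0392, adjusted p = 4e-09 from the same edgeR test). Of the 931 DEGs, 484 were also DEGs in the same direction between C/EBPδ-inducible cells at 24 h and at 0 h, and 41 were DEGs in the opposite direction.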

To account for changes in gene expression caused by doxycycline, non-inducible cells simultaneously treated with doxycycline were used as the reference group. Using ANOVA and applying a cut-off of an FDR-corrected *p* < 0.01, a total of 3768 differentially expressed genes (DEGs) between control (CTRL) cells and C/EBPδ-high cells were found (Figure 1A,B). 

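C/EBPδ-inducible cells and CTRL cells, both after 24 h of doxycycline, were compared over 15700 genes. Of these, 7388 were DEGs by edgeR's quasi-likelihood test, and 1509 of the DEGs changed more than 2-fold. The median absolute log2 fold change of the DEGs was 0.45, and the median log2 fold change of all genes tested was 0.0078. With the replicate number as a block, 7187 genes were DEGs, of which 7151 were among those found without it, and same-numbered libraries of the lines did not deviate together (mean r across genes −0.00498). The choice of the test moved the number most, since a per-gene analysis of variance on log2(CPM + 1) called 4317 genes. The libraries of CTRL and C/EBPδ-inducible cells did not overlap for 61.3% of the genes tested, where 10% would do so by chance. Before doxycycline, 5429 of the 7388 DEGs (73.5%) already differed between the lines in the same direction at the same FDR, and 72 differed in the opposite direction. Across 15133 genes, which are not independent replicates, the log2 fold changes at 24 h and at 0 h correlated with a Pearson r of 0.921.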

A total of 1564 of those DEGs were overexpressed upon the induction of C/EBPδ, and 2204 were suppressed. 

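Of the DEGs between the lines at 24 h, 3413 were higher and 3975 lower in C/EBPδ-inducible cells, so that 46.2% were higher. Under the analysis of variance, 1821 were higher and 2496 lower. Among the genes with non-overlapping libraries, the largest estimate of the log2 fold change belonged to the long non-coding RNA ENSG00000254187 (GRCh38 chromosome 5, 167653228 to 167660481), with 10.9 ± 0.556 CPM (SD, n = 3) in C/EBPδ-inducible cells. As the CTRL libraries held no more than the floor for it, its expression was at least 68.6-fold higher. TM4SF4 (ENSG00000169903, chromosome 3, 149474697 to 149503394) was at least 60.5-fold higher and HCAR2 (ENSG00000182782, chromosome 12, 122701293 to 122703357), which has a near-identical paralog, at least 8.44-fold higher. The other genes with the 10 largest increases were SSTR5-AS1, ENSG00000253357, C3AR1, DRGX, PAPPA2, LINC02643 and CCR1, at least 4.72-fold to 20.7-fold higher, all with CTRL libraries at the floor. As these folds are lower bounds, the order of the genes is not resolved. ENSG00000254187 and ENSG00000253357 lie within the span of TENM2 (chromosome 5, 166979029 to 168264157), which was also higher in C/EBPδ-inducible cells. Whether reads of TENM2 add to their counts was not tested, so that they may not be separate increases. In the opposite direction, ZFP28 (ENSG00000196867, chromosome 19, 56538948 to 56556808) fell from 4.94 ± 0.448 CPM (SD, n = 3) in CTRL cells to the floor, at least 33.0-fold lower. HAPLN1 (ENSG00000145681, chromosome 5, 83637805 to 83720855) had a log2 fold change of −7.29 (standard error 0.247, adjusted p = 2.82e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The remaining genes of the 10 largest decreases were ALDH1A1 and ANK3, which are also in Figure 1B, and ZNF433-AS1, PDLIM4, FABP5, IL23R, ZNF429 and ZNF85, which were at the floor in C/EBPδ-inducible cells. FABP5 and the zinc finger genes can share reads with similar sequences.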

The resulting gene list was ranked by *q*-value (FDR-corrected *p*-value) and subjected to Gene Ontology (GO) term enrichment analysis using GOrilla [21]. This analysis revealed 157 significantly (*q* < 0.01) enriched GO terms (Figure 1C and File S1). From these, GO terms with a highly significant enrichment of *q* < 0.001 were extracted and their fold enrichment, together with the number of genes in the intersection of DEGs and the genes in the GO term, was determined (Figure 1D).

From the GO term enrichment analysis, it was apparent that the expression of C/EBPδ specifically induced transcriptional changes associated with cell motility (locomotion, cell migration, motility, and movement) as well as terms associated with cellular and organismal development. 

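The GO term enrichment was not repeated, as a GO annotation was not used here. In its place, the 7388 DEGs called here between the lines at 24 h, a list other than the 3768 genes that entered the paper's enrichment, were divided by what the other libraries show for each gene. Of these, 1328 were also DEGs in the same direction between C/EBPδ-inducible cells at 24 h and 0 h, and 493 were DEGs in the opposite direction in that contrast. A contrast between the changes of both lines from 0 to 24 h, an interaction of line and doxycycline, gave 945 DEGs among 16224 genes tested, 467 with a higher and 478 with a lower change in C/EBPδ-inducible cells. With the replicate number as a block it gave 850 DEGs, with a mean r of 0.0179 between same-numbered libraries. Across these contrasts, 540 genes were DEGs in one direction in all of them, 256 higher and 284 lower, and 190 of these 540 did not differ at the FDR of 0.01 between the lines at 0 h. Apart from CEBPD itself, the interaction was largest in the upward direction for CDH1, CARD17P, DMKN and KLHL10 and in the downward direction for CREB3L3, KRT18P29, CENPT, TLR5 and APLN. KRT18P29 is a processed pseudogene that can share reads with other keratin 18 sequences, and CARD17P is a pseudogene as well. DMKN (ENSG00000161249, GRCh38 chromosome 19, 35497220 to 35513658) rose from 0.614 ± 0.221 CPM (SD, n = 3) at 0 h to 5.68 ± 0.191 CPM (SD, n = 3) at 24 h in C/EBPδ-inducible cells, with a log2 interaction of 2.98 (standard error 0.711, adjusted p = 0.00621 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TLR5 (ENSG00000187554, chromosome 1, 223109404 to 223143248) fell from 7.96 ± 0.117 CPM (SD, n = 3) to 2.00 ± 0.427 CPM (SD, n = 3), with a log2 interaction of −1.68 (standard error 0.223, adjusted p = 6.91e-06 from the same edgeR test). From the locomotion, migration and development terms enriched among its DEGs, the paper concludes that C/EBPδ changes the transcription of genes associated with cell motility.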

Cell motility is indeed an important factor in the ability of tumor cells to disseminate from the primary tumor and to initiate the formation of distant metastases. Thus, we next investigated the effect of C/EBPδ on PDAC cell migration.

### 3.2. Induction of C/EBPδ Expression Reduces Migration in PDAC Cells

Wound-healing assays are a well-established tool to quantify the motility of cancer cells. To test the effect of C/EBPδ expression on the migratory capacity of PDAC cells, C/EBPδ was induced in MIA PaCa-2 and PANC-1 cells through the doxycycline-inducible construct described above. Inducible and CTRL cells were combined at equal ratios and either treated with doxycycline or left untreated. After wounding, the cells were followed for five days, by which time the cells had closed the wound in all conditions. Figure 2 shows representative images of the wound area three days after wounding in the absence (Figure 2A) and presence (Figure 2B) of doxycycline. In the untreated condition, red CTRL cells and green C/EBPδ-inducible cells migrate into the scratch at similar rates. However, when C/EBPδ is induced through doxycycline in the green cells, they cease to migrate and remain at the edge of the wound. Figure 2C shows representative migration curves of CTRL and C/EBPδ-inducible cells in the presence of doxycycline. Indeed, when C/EBPδ is induced, migration is significantly reduced in MIA PaCa-2 cells (*p* < 0.0001). Of note, in less motile PANC-1 cells, the induction of C/EBPδ had no effect on migration (Figure S2).

A drawback of scratch-wound assays is that they cannot entirely rule out the effects of proliferation on wound closure. Thus, we next tested the effects of C/EBPδ on random single-cell migration. To this end, cells were sparsely seeded and imaged at one-hour intervals for three days to cover multiple cell-division cycles. Spider graphs in Figure 3A,B show the random migration tracks of multiple CTRL cells and doxycycline-inducible cells in the presence or absence of doxycycline in the 2-dimensional environment. Due to an intrinsic heterogeneity, cells from a seemingly homogeneous population often move at different speeds, introducing cellular and temporal noise [26]. As faster moving cells are considered more carcinogenic, we focused our analysis on the most motile cells to see whether C/EBPδ can indeed reduce their migration velocity. Figure 3C shows the resulting velocity achieved by CTRL and C/EBPδ-inducible cells in the presence of doxycycline. While CTRL cells migrate at a velocity of 0.76 and 0.78 µm per minute in the absence or presence of doxycycline, respectively, C/EBPδ-inducible cells showed a slower baseline migration speed of 0.53 µm per minute which we attribute to an enhanced baseline expression of *CEBPD* mRNA in these cells, probably resulting from the leakiness of the Tet-On-construct (Figure S3) [27]. 

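CEBPD (ENSG00000221869) is a single-exon gene on chromosome 8 of GRCh38, from 47736913 to 47738164. Its count cannot separate transcripts of the construct from those of the endogenous gene. At 0 h, CEBPD stood at 21.5 ± 2.30 CPM (SD, n = 3) in C/EBPδ-inducible cells and at 3.95 ± 0.242 CPM (SD, n = 3) in CTRL cells. The log2 fold change was 2.44 (standard error 0.11, adjusted p = 2.75e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fit with a replicate block also gave 2.44, and same-numbered libraries at 0 h did not deviate together (mean r −0.0176). The analysis of variance on log2(CPM + 1) moved the value most, to 2.17. When each library was left out in turn, the log2 fold change stayed between 2.37 and 2.52. The paper attributes the slower baseline migration to this higher baseline expression, which it describes as probably due to leakiness of the construct.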

Upon the induction of C/EBPδ, migration in these cells is further reduced to 0.33 µm per minute, which constitutes a significant decline in migration velocity, supporting the notion that C/EBPδ limits the migratory ability of MIA PaCa-2 cells.

Again, random migration of PANC-1 cells was unaffected by C/EBPδ in the single-cell migration assay (Figure S4). From our own observations, we have noticed that individual PANC-1 cells are less likely to move away from their own colony and that their migration pattern rather constitutes a mingling motion with fellow cells of the same colony. To better assess the effects of C/EBPδ on the migration of PANC-1 cells, we next subjected them to a chemotaxis assay using a chemotactic gradient of FCS to stimulate cell migration through a porous transwell membrane. As expected, the induction of C/EBPδ in MIA PaCa-2 cells restrains their ability to migrate through the pores of the transwell membrane and to reach the bottom side of the well (Figure 4A). Additionally, in PANC-1 cells, C/EBPδ had a significant limiting effect on chemotactic migration (Figure 4B).

Altogether, these results show that C/EBPδ reduces the motility of PDAC cell lines, which might ultimately account for the inverse correlation of C/EBPδ protein expression in primary tumors with lymph node involvement in PDAC patients.

To investigate whether C/EBPδ also plays a role at other steps of the metastatic cascade, i.e., invasion or extravasation, we performed in vitro transwell invasion assays using MIA PaCa-2 and PANC-1 cells in Matrigel-coated transwells and subjected the cells to an FCS gradient. No significant differences were observed between the invasiveness of CTRL cells and C/EBPδ-expressing cells (Figure S5). These data were confirmed with *in vivo* chicken chorioallantoic membrane (CAM) assays, where MIA PaCa-2 cells were seeded on the CAM in Matrigel and invasion was followed microscopically by cryosectioning the CAM at three consecutive days (Figure S6). In this model, MIA PaCa-2 cells invaded rapidly through the upper layer of the CAM towards the underlying blood vessels, but again we could not confirm a difference in invasion speed between CTRL and C/EBPδ-high cells. No tumor cells were found in the embryo’s liver or lungs by qPCR or FACS analysis for mCherry (CTRL cells) and mVenus (inducible cells), respectively (data not shown).

We next determined the effect of C/EBPδ on tumor cell extravasation using µ-slide flow chambers. Channels in the flow chambers were coated with primary human Pulmonary Microvascular Endothelial Cells (PMVEC), after which MIA PaCa-2 cells (CTRL and inducible, pre-treated with doxycycline for C/EBPδ induction or not) were run through the channels (Figure S7A,B) [28]. Fluorescence live imaging revealed that MIA PaCa-2 rarely attach to the endothelium and that the induction of C/EBPδ did not affect this behavior in either direction. Additionally, cells failed to extravasate through the endothelial monolayer, irrespective of the induction of C/EBPδ. Additional ECIS experiments showed that the induction of C/EBPδ did not lead to enhanced endothelial monolayer disruption (Figure S7C) [29]. We thus assume that the relation between tumor cell C/EBPδ and lymph node metastases is mostly determined by the effect of C/EBPδ on cell motility. Therefore, we more closely examined how C/EBPδ affects cell migration and motility in PDAC.

### 3.3. C/EBPδ Induces a Gene Signature That Negatively Correlates with Actin Dynamics

Alterations in cancer cell motility are often accompanied by a transition of cells from an epithelial towards a mesenchymal state or vice versa (EMT/MET). 

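The panel of Figure S8 was compared in C/EBPδ-inducible cells before and after 24 h of doxycycline. It holds 17 genes: COL4A1, CDH1, LAMB1, MUC1, SDC1, VIM, ACTA2, FN1, CDH2, S100A4, SNAI1, SNAI2, ZEB1, CTNNB1, GSK3B, MMP2 and SUMO2. The plot names SDC1 where its legend has SCD1. FN1, CDH2 and MMP2 had too few counts to be tested, with 9 counts or fewer in each of the libraries at 0 and 24 h, and the other 14 were tested. VIM (ENSG00000026025, GRCh38 chromosome 10, 17228241 to 17237593), a mesenchymal marker whose exons overlap VIM-AS1 on the other strand, was the most abundant, with 5824 ± 71.2 CPM (SD, n = 3) before and 5692 ± 37.1 CPM (SD, n = 3) after doxycycline, a log2 fold change of −0.036 (standard error 0.0204, adjusted p = 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).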

To assess whether C/EBPδ induces changes in the expression of epithelial or mesenchymal markers, we tested the expression of an EMT panel in MIA PaCa-2 cells before and after the induction of C/EBPδ (Figure S8). From these data, it became apparent that EMT markers are not coherently changed and, consequentially, C/EBPδ does not reduce migration in PDAC cells through the suppression of an EMT signature.

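Of the 14 panel genes tested, 6 were DEGs between C/EBPδ-inducible cells at 24 h and 0 h, and 6 when the FDR was computed over the panel alone. CDH1 and LAMB1, listed as epithelial, were higher. MUC1 and SDC1, also listed as epithelial, were lower, as were S100A4 and ZEB1. S100A4 (ENSG00000196154, GRCh38 chromosome 1, 153543613 to 153550136) fell from 148.1 ± 5.60 CPM (SD, n = 3) to 96.3 ± 4.14 CPM (SD, n = 3), a log2 fold change of −0.62 (standard error 0.0381, adjusted p = 4.6e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MUC1 (ENSG00000185499, chromosome 1, 155185824 to 155192916, its exons overlap another gene on the same strand) fell by 1.23 on the log2 scale (standard error 0.226, adjusted p = 0.000207). The changes of SDC1 (−0.34, adjusted p = 2.3e-05), LAMB1 (0.20, adjusted p = 0.00344) and ZEB1 (−0.17, adjusted p = 0.000932) by the same edgeR test were smaller, and exons of LAMB1 and ZEB1 overlap genes on the other strand. With a replicate block the same 6 genes were DEGs, at a mean r of −0.0287 between same-numbered libraries. The analysis of variance moved the number most, to 1 gene (S100A4), and CDH1 was not called by it. Against CTRL cells at 24 h as the reference group 10 genes were called, with ZEB1 higher in place of lower. From the lack of a common direction in the panel, the paper concludes that C/EBPδ does not reduce migration through suppression of an EMT signature.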

Irrespective of the apparent lack of an epithelial transition, we observed that C/EBPδ-high cells acquire an altered morphology when C/EBPδ is induced. Wild-type MIA PaCa-2 cells comprise two morphologies, namely spindle-shaped cells and round cells. From time-lapse videos, we learned that spindle-shaped cells become round and detach prior to cell division (red cells in Figure 5A). As described above, cells transduced with a Tet-On construct for C/EBPδ expression show some leakiness of this construct even in the absence of doxycycline (Figure S3) and partly lose their classical spindle shape and the ability to detach properly (green cells in Figure 5A). When C/EBPδ is induced, this effect was more pronounced; cells appeared larger in size and took on a cobblestone-like morphology (green cells in Figure 5B). Non-inducible cells did not show these properties in the presence of doxycycline (red cells in Figure 5B). Adding to these morphological changes, FACS analysis was performed, which revealed that cell size increased with *CEBPD* mRNA expression. Cell morphology and cell size are directly determined by the activity of the cytoskeleton. Interestingly, it has been shown previously that the knockdown of *CEBPD* lead to smaller cells and a more star-shaped morphology in mouse embryonal fibroblasts [30]. Although the underlying mechanisms are not yet clear, these findings implicate that C/EBPδ alters the actin cytoskeleton dynamics in the setting of fibroblasts, which may also apply to PDAC cells. This would mean that with increasing C/EBPδ expression, the cytoskeleton loses its ability to contract and thereby limits migration (Figure 5C). We confirmed this observation by running a Gene Set Enrichment Analysis (GSEA) using our RNA-seq data and a combination of publicly available actin dynamics-related datasets (Table S2). 

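The set was tested over all 24 libraries. The paper divides the libraries at the median CEBPD expression, and this division is the same as that by cell line: the median of log2(CPM + 1) was 3.38, and the 12 libraries above it were the 12 of C/EBPδ-inducible cells, the lowest of which was at 4.32 and the highest CTRL library at 2.44. Genes were ranked by the signal-to-noise ratio of log2(CPM + 1) between CTRL and C/EBPδ-inducible cells. The SD in this ratio was held at no less than a fixed share of the mean, on log2 as on linear values. The enrichment score was compared with those of 100 permutations of the library labels, which allow a smallest one-sided p of 0.0099. This p is the share among all permutations, whatever the sign of their score. The paper's settings use 1000 permutations in the GSEA program, which was not used here.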

We indeed found a significant negative correlation of gene sets associated with the positive regulation of actin and genes associated with high *CEBPD* expression (*p* = 0.0058) (Figure 5D). 

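Of the 17023 genes ranked, 94 belonged to the set, and 53 of these were ranked toward low CEBPD expression. The enrichment score toward low CEBPD was 0.335, the normalized enrichment score 1.15, and the one-sided permutation p 0.119. The alternatives moved the result in both directions. Without weights the enrichment score fell to 0.102 and the one-sided permutation p rose to 0.406, while ranking on linear CPM in place of log2 values gave an enrichment score of 0.40 and a one-sided permutation p equal to the smallest the permutations can give. In the comparison of the lines at 24 h, limma's camera test, two-sided and with an inter-gene correlation of 0.01, placed the 88 set genes tested lower in C/EBPδ-inducible cells (p = 0.0106), with a median log2 fold change of −0.093. This p is not adjusted and rests on a model across genes. In an exact permutation of the 6 libraries the real division had the smallest camera p of the 10 possible, which makes the two-sided exact p 0.1, the smallest this design allows. With the replicate block limma's camera gave a two-sided p of 0.0122, and the mean r between same-numbered libraries was −0.00498. For the interaction of line and doxycycline, the median of 89 set genes was −0.061 and limma's camera gave a two-sided p of 5.8e-05, or 5.75e-05 with the replicate block, with same-numbered libraries correlating at 0.0179. Of the 32 exact exchanges of labels within the lines, 2 gave a camera p as small, the real one included. From its enrichment result the paper states a negative correlation between genes of positive actin regulation and high CEBPD expression.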

Next to this, we observed a moderate decline in the number and the length of filopodia, as well as the number of cells expressing filopodia upon activation of C/EBPδ (Figure 5E). Together, these findings suggest that C/EBPδ alters the expression of downstream targets that modulate the cytoskeleton.

### 3.4. C/EBPδ Suppresses EGFR and GSN to Reduce MIA PaCa-2 Cell Migration

To investigate potential downstream targets of C/EBPδ associated with the above delineated cellular properties, we next selected a small array of genes that were found most frequently in significantly enriched GO terms and gene sets associated with the actin cytoskeleton, including locomotion, contraction, and cell shape (data shown in Figure 1D and Figure 5D). Genes were further selected based on a proven association with migration in the current literature [31,32,33,34,35,36,37,38,39]. The expression of these genes was confirmed by Real-Time Polymerase Chain Reaction (RT-qPCR) in MIA PaCa-2 (Figure 6A). 

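AXL, EGFR, ETS1, GSN, ITGB4, MYPN and NET1 were compared in C/EBPδ-inducible cells between 24 h and 0 h of doxycycline. Of 15560 genes tested in this contrast, 2409 were DEGs, 1145 higher and 1264 lower. With the replicate number as a block 2019 were DEGs, and same-numbered libraries correlated at a mean r of −0.0287. All 7 genes were lower at the FDR of 0.01, with or without the block, over all genes and over the 7 alone. AXL (ENSG00000167601, GRCh38 chromosome 19, 41219223 to 41261766) fell from 237.9 ± 7.59 to 119.6 ± 2.75 CPM (SD, n = 3 each), a log2 fold change of −0.996 (standard error 0.0335, adjusted p = 6.64e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ITGB4 (ENSG00000132470, chromosome 17, 75721328 to 75757818) fell from 49.8 ± 1.17 to 22.3 ± 0.433 CPM (SD, n = 3 each), which is −1.17 on the log2 scale (standard error 0.0526, edgeR adjusted p = 1.64e-14). For NET1 (ENSG00000173848, chromosome 10, 5412557 to 5459056) the values were 398.7 ± 4.21 and 235.6 ± 10.1 CPM (SD, n = 3 each) and the log2 fold change −0.76 (standard error 0.0303, edgeR adjusted p = 1.67e-15). MYPN (ENSG00000138347, chromosome 10, 68087897 to 68212017) changed by −0.65 (standard error 0.0441, edgeR adjusted p = 3.15e-11) and ETS1 (ENSG00000134954, chromosome 11, 128458761 to 128587558) by −0.60 (standard error 0.0343, edgeR adjusted p = 1.67e-12). EGFR and GSN changed by −0.91 and −1.002. Exons of AXL, EGFR and GSN overlap genes on the other strand. The reference group moved these values most. Against CTRL cells at 24 h, ETS1 was higher in C/EBPδ-inducible cells, by 1.02 on the log2 scale, MYPN did not differ (0.0033), and the other 5 were lower, between −0.22 for AXL and −2.36 for GSN.

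**Figure D1:**
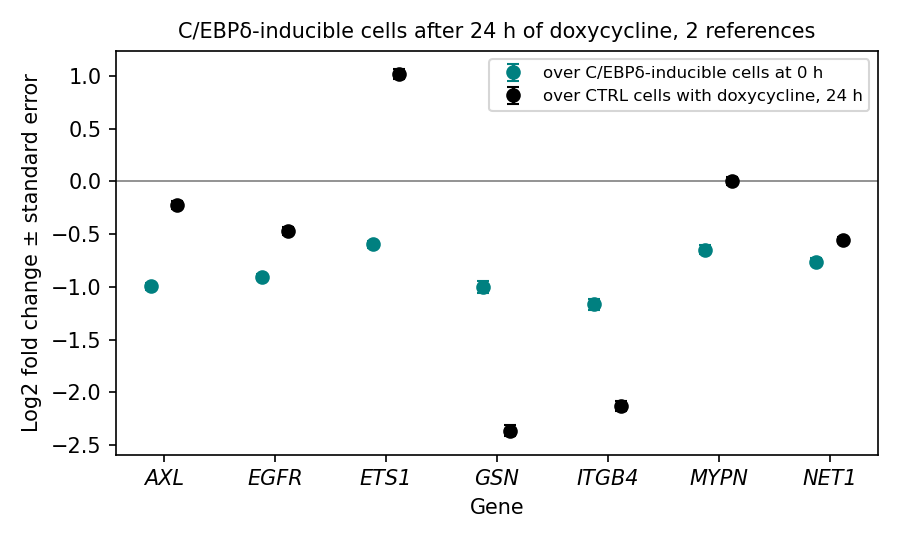
Log2 fold change of 7 genes in C/EBPδ-inducible cells after 24 h of doxycycline (vertical axis, points are edgeR estimates, bars are standard errors), over the same cells at 0 h (turquoise) and over CTRL cells with doxycycline (black). All turquoise points lie below 0, while the black points run from −2.36 for GSN to 1.02 for ETS1.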

Interestingly, all these genes were downregulated upon the induction of C/EBPδ (Table 1). In order to show the association with C/EBPδ expression, genes that were confirmed to be deregulated in the same manner on qPCR as in the RNAseq data set were targeted for knockdown (KD) by short hairpin RNAs (shRNAs) in the MIA PaCa-2 cell line inducible for C/EBPδ expression (Figure S1).

To test whether these genes indeed regulate migration in PDAC cells, we subjected the established knockdown (KD)-cell lines to scratch migration assays without inducing C/EBPδ and compared the resulting migration profiles with those of the parental cell line with baseline C/EBPδ expression (without doxycycline). Comparing these data showed that the knockdown of Epidermal Growth Factor Receptor (*EGFR*) or Gelsolin (*GSN*) expression significantly reduced the migratory capacity of MIA PaCa-2 cells, implying that C/EBPδ induces suppression of these genes to temper migration (Figure 6B). To test this hypothesis further, we induced C/EBPδ in the parental cell line and in the *EGFR*-KD and *GSN*-KD daughter cell lines to test whether *EGFR*-KD or *GSN*-KD cause a more pronounced effect on the migration reduction than C/EBPδ alone. Interestingly, we did not find an additive effect of C/EBPδ induction together with *EGFR*-KD or *GSN*-KD on migration (Figure 6C). Thus, if C/EBPδ cannot further suppress *EGFR* or *GSN*—because the gene is already suppressed by an shRNA—it does not exert a further reduction in migration via other pathways. This implies that *EGFR* and *GSN* are two major downstream targets through which C/EBPδ regulates migration in MIA PaCa-2 cells.

## 4. Discussion

Lymph node and distant metastases are the main causes of cancer-related death. As at the time of diagnosis, PDAC regularly presents with metastatic disease, it is crucial to better understand the mechanisms underlying metastasis formation in this disease. We previously showed that higher tumor-cell C/EBPδ expression correlates with a lower likelihood of lymph node involvement, implying that C/EBPδ plays a tumor-suppressive role in this cancer. The aim of this study was to delineate the mechanism by which C/EBPδ reduces the formation of lymph node metastases using models of different steps of the metastatic cascade. Here, we show that C/EBPδ regulates the migratory capacity of pancreatic cancer cells, a prerequisite to initiate the metastatic cascade, by modulating the expression of genes that are essential for cell motility.

Using RNA-sequencing we found that C/EBPδ induces gene signatures associated with cell motility and locomotion. To determine whether C/EBPδ in fact affects cell motility in vitro, we used scratch wound and chemotaxis assays and found that C/EBPδ indeed significantly reduced PDAC cell migration. Importantly, when assaying the migratory capacity of a cell population, the issue of cellular heterogeneity arises. Although our cell population was derived from a small number of clones, cell-intrinsic heterogeneities cannot be entirely eradicated [40,41]. This intra-clonal heterogeneity is influenced by different factors including gene expression noise, cell cycle state, or cellular ATP-levels and leads to a heterogeneous motile and phenotypical profile of a cell population [26]. We indeed observed a large heterogeneity in the cells’ propensity to migrate, especially in MIA PaCa-2 cells. As faster moving cells are considered the most aggressive ones, we focused on the migration velocity of these cells instead of the population average and showed that C/EBPδ is a potent inhibitor of migration in highly motile cells. In PANC-1 cells, this approach did not show an effect of C/EBPδ on migration. Notably, PANC-1 cells are intrinsically not very motile in vitro despite their classification as mesenchymal subtype cells. Adding a chemotactic gradient to better resemble the conditions experienced *in vivo*, allowed us to show a migration-limiting effect of C/EBPδ also in these rather stationary cells.

In the field of cancer cell migration, different signatures that associate with cell motility and migration have been delineated. A study by Chen et al., for instance found that highly migratory breast cancer cells express high levels of EMT and Cancer Stem Cell (CSC) markers that likely account for their high migratory capacity [42]. Although we observed a phenotype suggestive of EMT, most classical EMT markers did not change in response to C/EBPδ (Figure S8); only the epithelial marker *CDH1* was strongly upregulated by C/EBPδ. 

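CDH1 (ENSG00000039068) lies on chromosome 16 of GRCh38 from 68737292 to 68835537, and its exons overlap a gene on the other strand. Its counts were low, with 0, 3 and 4 counts in the libraries of C/EBPδ-inducible cells at 0 h and 28, 45 and 39 counts after 24 h of doxycycline. The log2 fold change between them was 3.81 (standard error 0.447, adjusted p = 3.78e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CTRL cells CDH1 changed by −0.11 (standard error 0.338, adjusted p = 0.893 from the same edgeR test), and the interaction of line and doxycycline was 3.92 (standard error 0.649, edgeR adjusted p = 0.000122). DESeq2 did not call this interaction. A gene to which DESeq2 gives no adjusted p was also counted as not called, so that this alone does not weigh against the interaction. After 24 h, CDH1 was 0.88 higher on the log2 scale in C/EBPδ-inducible than in CTRL cells (edgeR adjusted p = 0.00622), a difference that was not called at the FDR of 0.01 by DESeq2 (adjusted p = 0.0271).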

(Figure S9). *CDH1* is frequently lost in PDAC cells, which associates with worse clinical features including lymph node metastases, and a poor prognosis [43]. The observation that C/EBPδ contributed to the re-expression of *CDH1* suggests that C/EBPδ not only regulates tumor cell aggressiveness through altering the actin-cytoskeletal dynamics via *GSN* and *EGFR* but also through the upregulation of cell-cell adhesion molecules such as CDH1, which limits the cell’s ability to dissociate from the primary tumor [44]. The lack of changes in mesenchymal marker expression upon activation of C/EBPδ or CDH1 suggests that C/EBPδ-induced CDH1 merely induces a partial Mesenchymal-to-Epithelial Transition (MET) in these cells, a phenomenon that has similarly been described in breast cancer [45]. Likewise, in the CSC panel, most markers remained unaltered, except Nestin (*NES*), which was non-significantly downregulated upon the induction of C/EBPδ (Figure S10). Another study by Feng et al., discusses a migration-associated signature in osteoclasts in giant-cell tumors and reveals four major signaling pathways involved with migration in these cells: *RANKL, PARs, CD137,* and *SEMA3* [46]. Subsequent testing of a panel derived from their work again showed that C/EBPδ in PDAC cells does not constitutively induce either of these pathways (Figure S11).

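Of the 10 genes of the CSC panel, CD44, KLF4, NES and BMI1 had enough counts to be tested between C/EBPδ-inducible cells at 24 h and 0 h. Of these 4, 3 were DEGs, all lower, over all genes and over the panel alone. NES (ENSG00000132688, GRCh38 chromosome 1, 156668763 to 156677407) fell from 25.7 ± 1.75 CPM (SD, n = 3) to 14.2 ± 0.757 CPM (SD, n = 3), a log2 fold change of −0.86 (standard error 0.0711, adjusted p = 1.18e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KLF4 (ENSG00000136826, chromosome 9, 107484852 to 107490482, its exons overlap a gene on the other strand) fell by 0.58 on the log2 scale (standard error 0.0481, adjusted p = 1.31e-09 from the same edgeR test). CD44 (ENSG00000026508, chromosome 11, 35138882 to 35232402, its exons overlap genes on the other strand) fell by 0.45 (standard error 0.0231, edgeR adjusted p = 1.61e-13). BMI1, which shares exons with COMMD3-BMI1, did not change (−0.074, edgeR adjusted p = 0.686). The same 3 genes were called with the replicate block, at a mean r of −0.0287 between same-numbered libraries. In CTRL cells NES rose over the same time, by 0.48 (standard error 0.0985, edgeR adjusted p = 0.00234). Against CTRL cells at 24 h, NES was higher in C/EBPδ-inducible cells, with a log2 fold change of 0.31.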

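Of the 30 genes of the osteoclast panel, 25 had enough counts to be tested between C/EBPδ-inducible cells at 24 h and 0 h, and 6 of them were DEGs. When the FDR was computed over the panel alone, 11 were. PLXND1, CCR1 and VEGFA were higher, and APP, DAG1 and CD44 lower. VEGFA changed most among those with more than a few counts, from 105.4 ± 1.79 CPM (SD, n = 3) to 180.7 ± 2.08 CPM (SD, n = 3), a log2 fold change of 0.78 (standard error 0.0332, adjusted p = 6.39e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its interaction of line and doxycycline was −0.15 (edgeR adjusted p = 0.0856). PLXND1 (ENSG00000004399, GRCh38 chromosome 3, 129555214 to 129606676) rose by 0.22 on the log2 scale (standard error 0.0381, edgeR adjusted p = 0.000125). APP (ENSG00000142192, chromosome 21, 25880535 to 26171128, its exons overlap APP-DT on the other strand) and DAG1 (ENSG00000173402, chromosome 3, 49468713 to 49535618) changed by −0.15 each (edgeR adjusted p = 0.000145 and 0.00126). CCR1 (ENSG00000163823, chromosome 3, 46201711 to 46208313) rose by 1.71 (standard error 0.473, edgeR adjusted p = 0.00963) at no more than 0.751 ± 0.344 CPM (SD, n = 3). With the replicate block 6 genes were called, CXCL16 among them and CCR1 not, and same-numbered libraries correlated at −0.0287. The reference group moved the number most, to 19 genes against CTRL cells at 24 h.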

Although EMT and CSC-traits are two major mechanisms involved with tumor-cell migration, we found that C/EBPδ does not fully suppress either of these signatures in PDAC cells. Instead, C/EBPδ likely activates and suppresses individual targets that exert a cumulative effect on cell motility. In PDAC specifically, C/EBPδ appears to induce a partial reversal of EMT through the upregulation of *CDH1,* while mesenchymal markers remain expressed. Putatively, through *CDH1*-induction, dissemination from the primary tumor might be inhibited and migration towards distant sites is limited.

Closer investigation of some DEGs revealed that *EGFR* and *GSN* are suppressed by C/EBPδ, while the suppression of *EGFR* or *GSN* independently also significantly reduced migration. 

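EGFR (ENSG00000146648) lies on chromosome 7 of GRCh38 from 55019017 to 55211628, and GSN (ENSG00000148180) on chromosome 9 from 121207794 to 121332843. In C/EBPδ-inducible cells EGFR stood at 253.5 ± 2.44 CPM (SD, n = 3) at 0 h, 258.2 ± 25.2 CPM at 8 h, 135.6 ± 3.41 CPM at 24 h and 137.7 ± 18.3 CPM at 48 h (SD, n = 3 each). In CTRL cells it was lower at 0 h, at 172.4 ± 3.34 CPM, and 188.7 ± 7.08 CPM at 24 h (SD, n = 3 each). The interaction of line and doxycycline at 24 h was −1.02 for EGFR (standard error 0.0437, adjusted p = 1.17e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GSN fell from 50.3 ± 1.10 CPM (SD, n = 3) at 0 h to 19.4 ± 0.842 CPM at 8 h, 25.1 ± 2.66 CPM at 24 h and 29.3 ± 0.341 CPM at 48 h (SD, n = 3 each) in C/EBPδ-inducible cells. CTRL cells held more GSN before and after doxycycline, with 151.6 ± 4.24 CPM at 0 h and 129.9 ± 5.18 CPM at 24 h (SD, n = 3 each), and the interaction was −0.76 (standard error 0.0701, edgeR adjusted p = 1.83e-08).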

Interestingly, studies have shown that GSN is required for EGF-stimulated motility and that EGFR-mediated migration is especially sensitive to fluctuations in GSN levels, implying that both targets act within the same pathway [47,48]. GSN severs and caps actin filaments to enhance cytoskeletal remodeling [49,50]. It is overexpressed in metastatic PDAC and associates with a decreased survival [35,36]. EGFR is a main regulator of epithelial tissue development, but hyperactivity of EGFR signaling associates with enhanced tumor growth, migration, and invasion and promotes the formation of metastases [51,52,53,54]. It was previously shown that inhibiting *GSN* or EGFR through RNA interference or with antibodies and pharmacological inhibitors, respectively, reduced migration in PDAC cell lines [33,36]. Here, we confirmed these findings by targeting *GSN* and *EGFR* using shRNAs and showed a reduction in PDAC cell motility. Altogether, these findings imply that the GSN/EGFR-axis is an important pathway through which C/EBPδ regulates PDAC cell migration.

Given that C/EBPδ is known as a transcriptional activator, it may be surprising that we only identified negatively regulated genes as downstream targets to regulate migration. The observed morphological and behavioral changes induced by C/EBPδ suggest, however, that C/EBPδ promotes an epithelial cell fate. The transition from mesenchymal-like to epithelial-like states prompts further alterations in the gene expression profile. Among those might be *GSN* and *EGFR*, which would thus be indirectly regulated by C/EBPδ through the induction of an epithelial fate. An alternative regulatory mechanism might lie in the direct binding of C/EBPδ to the *GSN* and *EGFR* promoters. We found that both genes have predicted transcription factor binding sites for C/EBPα, C/EBPβ, and C/EBPγ in their promoter region but not for C/EBPδ [55]. This holds implications about the mechanism via which C/EBPδ regulates these targets genes. Although the binding site of C/EBP-proteins is highly redundant, the affinity of different family members differs in a sequence- and phosphorylation-state dependent manner [56]. C/EBPδ is likely a less-efficient transcriptional activator of *GSN* and *EGFR* than C/EBPα, C/EBPβ, C/EBPγ, or its homo- and heterodimers. A high abundance of C/EBPδ might thus compete with the more efficient binding of C/EBPα-, C/EBPβ-, and C/EBPγ-dimers and thereby hamper the proper transcriptional activation of these genes. It is unclear how high C/EBPδ must be expressed to tip over the balance with the different C/EBP-family members and, probably, this also depends on the recruitment and availability of co-transcriptional activators. The delicacy of this balance and the presence of transcriptional competitors and co-activators might further explain the contradictory effects of C/EBPδ observed in different biological contexts and cancers. However, more research is required to better understand the network of different C/EBP-family members and their interplay in health and disease.

In addition to the migration-limiting effects of C/EBPδ presented here, we previously showed that C/EBPδ also reduced proliferation and clonogenicity in PDAC cell lines [15]. This may give the impression of C/EBPδ being a universal target to control different aspects of tumorigenesis. It is indeed tempting to speculate that the retarding effects of C/EBPδ on the actin cytoskeleton not only affect cell morphology and motility but also proliferation. In fact, the actin cytoskeleton plays a vital role in different steps of cell division [57]. In adherent cells, it is required to induce the drastic morphological changes prior to division, i.e., cell detachment from a substratum and rounding of the cells. It is then involved with mitotic spindle assembly, necessary for the formation of a contractile ring for cytokinesis, for segregation of the chromosomes, and finally to restore a functional cell shape in the resulting daughter cells. In cancer cells, these processes run uncontrolled, the cells show an increase in contractility and stress fibers and the dysregulation of actin dynamics often results in multinucleation or aneuploidy caused by untimely cytokinesis [57]. Restraining the abnormal agility of the actin cytoskeleton in cancer cells thus might provide a way to reduce tumorigenicity from various angles, and C/EBPδ could be one major effector of this process.

This study is not free of limitations, one of which is background mRNA expression of the gene of interest, *CEBPD*, even in the absence of doxycycline. This effect of the Tet-On system is referred to as ‘leakiness’ and has been described before [27]. 

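Across the 6 libraries at 0 h, CEBPD stood at 4.20, 3.72 and 3.91 CPM in replicates 1 to 3 of CTRL cells, and every library of C/EBPδ-inducible cells lay above them. Among the C/EBP family members named in the Discussion, CEBPA did not differ between the lines at 0 h (log2 fold change 0.042, adjusted p = 0.681 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Exons of CEBPA overlap genes on the other strand, so that its count is uncertain. CEBPB (ENSG00000172216, GRCh38 chromosome 20, 50190830 to 50192668, its exons overlap CEBPB-AS1 on the other strand) was higher in C/EBPδ-inducible cells by 0.70 (standard error 0.0665, edgeR adjusted p = 2.31e-08), and CEBPG by 0.64 (standard error 0.0404, edgeR adjusted p = 5.72e-11).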

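Untreated C/EBPδ-inducible and CTRL cells were compared at 0 h over 15317 genes. DEGs numbered 6757, with 3084 higher and 3673 lower in C/EBPδ-inducible cells, and 1356 of them differed more than 2-fold. With the replicate number as a block 6339 genes were DEGs, at a mean r of −0.0176 between same-numbered libraries. The libraries of the lines did not overlap for 59.4% of the genes, against 10% by chance. Of the 6757 DEGs, 80.35% were DEGs in the same direction after 24 h of doxycycline. MMP1 (ENSG00000196611, GRCh38 chromosome 11, 102789401 to 102798160, its exons overlap WTAPP1 on the other strand) stood at 5.78 ± 1.28 CPM (SD, n = 3) in untreated C/EBPδ-inducible cells and at 1225 ± 10.3 CPM (SD, n = 3) in untreated CTRL cells, a log2 fold change of −7.74 (standard error 0.0555, adjusted p = 1.61e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PTPRZ1 (ENSG00000106278, chromosome 7, 121873089 to 122062036) differed the other way, with 121.8 ± 1.53 CPM and 1.65 ± 0.295 CPM (SD, n = 3 each) and a log2 fold change of 6.21 (standard error 0.0772, edgeR adjusted p = 3.49e-22).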

Presumably, the resulting elevated baseline expression of C/EBPδ in the inducible cells is responsible for observed baseline differences in cell shape and behavior of inducible and CTRL cells in the absence of doxycycline. Removing this leakiness would likely result in more pronounced differences such as those observed between CTRL cells in the absence of doxycycline and inducible cells in the presence of doxycycline.

Although we propose that the regulation of *GSN* and a—potentially *GSN*-dependent—*EGFR* mechanism is a key pathway through which C/EBPδ regulates migration, the rather small curated list of suggested C/EBPδ-regulated migration-associated genes could be extended further. One might consider Chromatin Immunoprecipitation (ChIP)- or Thiol (SH)-Linked Alkylation for the Metabolic sequencing of RNA (SLAM)-sequencing experiments to take a closer look at C/EBPδ’s direct transcriptional targets and to further clarify the picture of C/EBPδ’s downstream pathways.

Although we could conclude that C/EBPδ has major effects on cell morphology and motility but not on ECM-invasion or adherence and extravasation through endothelial monolayers, the above presented data do not conclusively rule out effects of C/EBPδ on other mechanisms that play a role in tumor and metastasis development. To formally exclude a role of C/EBPδ in other steps of the metastatic cascade, and to confirm the above presented effects on migration in relation to the formation of metastases, more research is needed, ideally in *in vivo* models. To this end, spontaneous metastasis models would need to be employed. Unfortunately, C/EBPδ cannot yet be re-expressed pharmacologically, whereas current xenograft models only metastasize poorly.

## 5. Conclusions

We have shown that the induction of C/EBPδ expression in PDAC cells reduces cell migration and changes cell morphology into a more epithelial-like state. We propose that C/EBPδ exerts this role through alterations of the actin cytoskeleton and suggest that *GSN* and *EGFR* are two major mediators of this mechanism. Ultimately, the reduction of migration and EMT-like phenotypes through C/EBPδ might account for the observation that PDAC patients with high primary tumor-cell C/EBPδ are less likely to develop lymph node metastases.

## Figures and Tables

**Figure 1:**
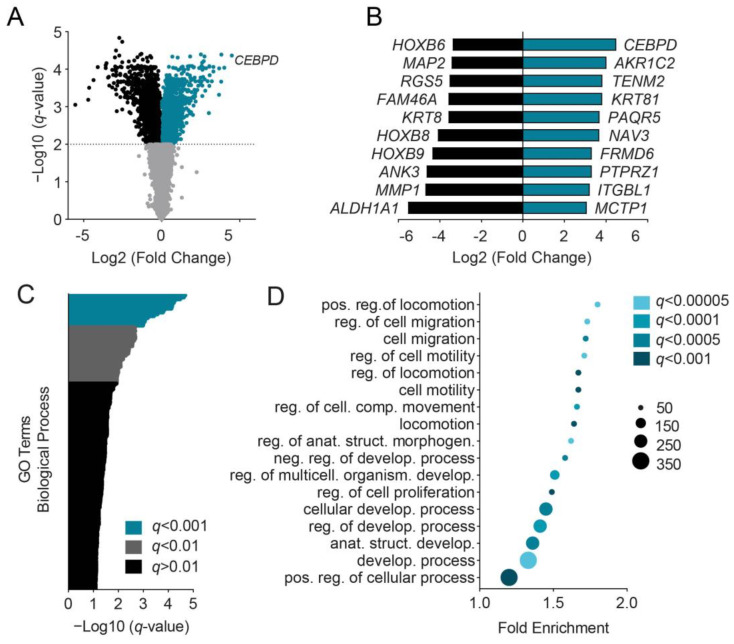
Genes induced by CCAAT/Enhancer-Binding Protein Delta (C/EBPδ) correlate with migration-associated Gene Ontology (GO) terms. (**A**) A total of 24 h after C/EBPδ induction, differentially expressed genes (DEGs, N = 3768) were determined using ANOVA. The volcano plot shows the fraction of significantly upregulated (turquoise) and downregulated (black) genes and genes that were not significantly affected by C/EBPδ (gray) (FDR-corrected *p* < 0.01). Plotted is the Log_2_ of the fold change over the gene expression in the absence of C/EBPδ. (**B**) The 10 most enriched (turquoise) and 10 most depleted (black) genes were extracted from all 3768 DEGs. (**C**) Differentially expressed genes (same DEGs as in panel (**A**)) were extracted to find enriched GO terms in the domain Biological Process. A total of 157 GO terms were found to be significantly enriched (turquoise and gray) and are ordered on the *y*-axis. The *x*-axis shows the negative Log_10_ of the *p*-value corrected for multiple testing (FDR *q*-value). (**D**) GO terms with *q* < 0.001 were extracted from Figure 1C to visualize the fold enrichment, reporting the significance of the enrichment (*q*-value) and the number of genes in the intersection of DEGs and each GO term. Abbreviations: FDR—false discovery rate.

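All 20 genes of Figure 1B were DEGs between C/EBPδ-inducible and CTRL cells after 24 h of doxycycline, in the direction plotted. Among the enriched genes, the log2 fold change was 6.43 for CEBPD and for KRT81, 6.81 for TENM2, 6.56 for NAV3, 6.53 for ITGBL1, 5.88 for PAQR5, 5.76 for AKR1C2, 5.59 for PTPRZ1, 5.33 for FRMD6 and 4.59 for MCTP1. Among the depleted genes it was −8.01 for ALDH1A1, −7.72 for ANK3, −7.18 for MAP2, −7.01 for MMP1, −6.67 for HOXB9, −6.46 for HOXB8, −5.67 for TENT5A (FAM46A in the figure), −5.38 for HOXB6, and −5.14 for RGS5 and KRT8. ALDH1A1 (ENSG00000165092, GRCh38 chromosome 9, 72900671 to 73080442) had 1789 ± 21.2 CPM (SD, n = 3) in CTRL cells and 6.77 ± 5.11 CPM (SD, n = 3) in C/EBPδ-inducible cells, with a standard error of its log2 fold change of 0.151 and an adjusted p of 1.14e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TENM2 (ENSG00000145934, chromosome 5, 166979029 to 168264157) had 0.498 ± 0.139 CPM and 57.0 ± 0.574 CPM (SD, n = 3 each), with a standard error of 0.111 and an edgeR adjusted p of 6.11e-26. AKR1C2, KRT81 and KRT8 can share reads with paralogs or pseudogenes, and HOXB6 shares exons with HOXB3. Exons of HOXB6, PAQR5, KRT8, ANK3, ITGBL1 and MMP1 overlap genes on the other strand. With a replicate block all 20 kept their direction and remained DEGs, with same-numbered libraries correlating at −0.00498. Compared with untreated C/EBPδ-inducible cells in place of CTRL cells, a contrast in which ANK3 and MAP2 had too few counts to be tested, 8 of the other 18 genes had the opposite sign, of which NAV3 (−0.31), FRMD6 (−0.40), PTPRZ1 (−1.18) and ITGBL1 (−0.66) were DEGs in that contrast.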

**Figure 2:**
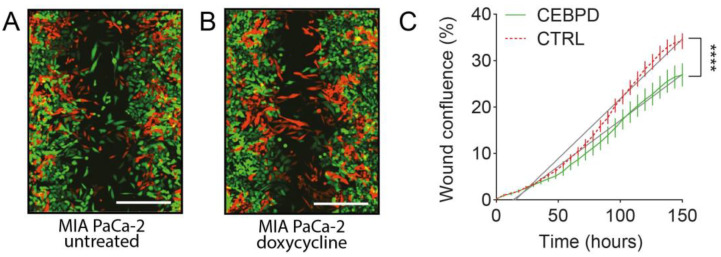
Scratch-wound assays reveal that C/EBPδ slows migration in MIA PaCa-2 cells. MIA PaCa-2 cells inducible for C/EBPδ expression through addition of doxycycline (green fluorescent) and non-inducible control (CTRL, red fluorescent) cells are mixed at equal ratios and subjected to a scratch-wound assay. (**A**) Without doxycycline treatment, C/EBPδ-inducible and CTRL cells migrate into the wound area at similar rates. (**B**) The induction of C/EBPδ expression by doxycycline (green fluorescent cells) ceases migration, while CTRL cells (red fluorescent cells) migrate efficiently into the wound area. Scale bars are 400 µm. (**C**) Cells were imaged at six-hour time intervals and an image analysis software was used to quantify the percentage of wound area covered by each respective cell type. Shown is a representative migration profile of CTRL (red fluorescent, red dotted line) and C/EBPδ-inducible (green fluorescent, green full line) cells in the presence of doxycycline. Data were normalized to untreated cells. Vertical bars represent the standard error of the mean of six replicates. Straight lines were fit by simple linear regression that showed that the slopes of both curves are significantly different (**** *p* < 0.0001). The experiment was repeated four times with at least six replicates.

**Figure 3:**
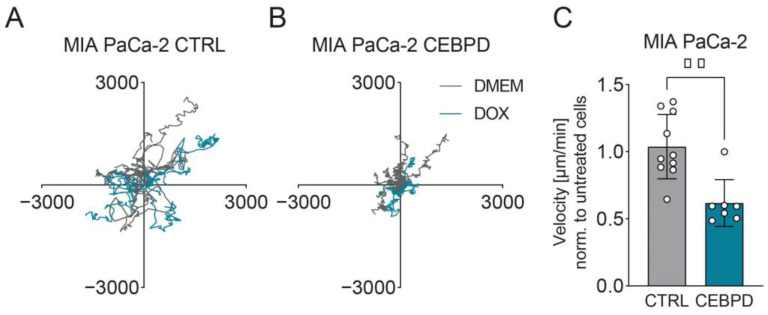
C/EBPδ reduces random single-cell migration in MIA PaCa-2 cells. (**A**,**B**) Single cell migration tracks of multiple CTRL (**A**) or C/EBPδ-inducible (**B**) cells with (turquoise lines) or without (gray lines) doxycycline-treatment migrating freely on plastic for three days, plotted in µm (*x*- and *y*-axis). For tracking, the fastest moving cells in each condition were selected. (**C**) Shown is the velocity of CTRL and C/EBPδ-inducible cells in the presence of doxycycline normalized to the velocity of the respective untreated cells. The decline in migration caused by C/EBPδ induction is significant at ** *p* < 0.01 (Mann–Whitney U test).

**Figure 4:**
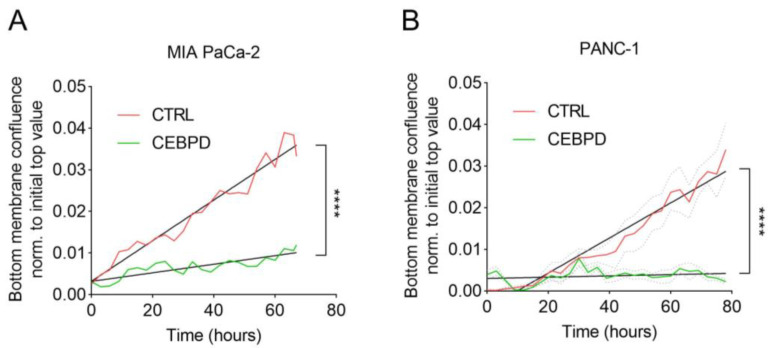
C/EBPδ limits FCS-induced chemotactic transwell migration in MIA PaCa-2 and PANC-1 cells. Induction of C/EBPδ significantly reduced migration along an FCS-gradient in C/EBPδ-inducible MIA PaCa-2 (**A**) and PANC-1 cells (**B**) (green lines) compared with CTRL cells in the presence of doxycycline (red lines). Data were normalized to untreated cells. Straight lines were fit by simple linear regression and show that the slopes of both curves are significantly different in both cell lines (**** *p* < 0.0001). Dotted lines show the standard error of the mean.

**Figure 5:**
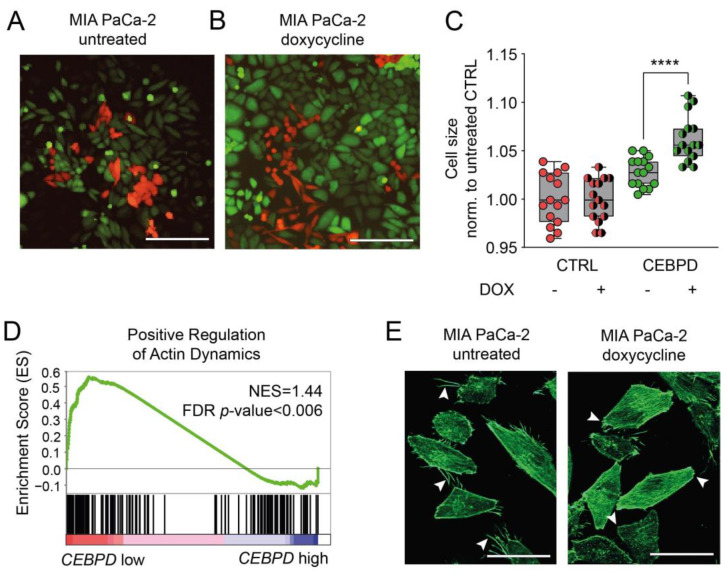
C/EBPδ includes genes associated with the actin cytoskeleton and alters cell morphology. (**A**) C/EBPδ-inducible (green fluorescent) and CTRL (red fluorescent) MIA PaCa-2 cells in cell-growth medium without doxycycline. Cells containing a C/EBPδ-induction construct show slight morphological alterations, i.e., begin to lose their classical spindle shape. Scale bars are 200 µm. (**B**) Upon the addition of doxycycline and the induction of C/EBPδ, this morphology is more enhanced and resembles a cobblestone-like morphology in the green fluorescent cells. (**C**) Data obtained from fluorescence activated cell sorting. Plotted is the forward scatter area which indicates differences in cell size in the different cell lines and conditions. Induction of C/EBPδ leads to significantly enlarged cells (**** *p* < 0.0001, Mann–Whitney U test). (**D**) Gene set expression analysis reveals a significant negative correlation of gene associated with the positive regulation of actin dynamics with *CEBPD*-associated genes. (**E**) Phalloidin staining of MIA PaCa-2 cells before (**left**) and after the induction of C/EBPδ (**right**). White arrowheads point out filopodia extending from different cells after doxycycline treatment or the lack of those in untreated cells. Scale bars are 35 µm.

**Figure 6:**
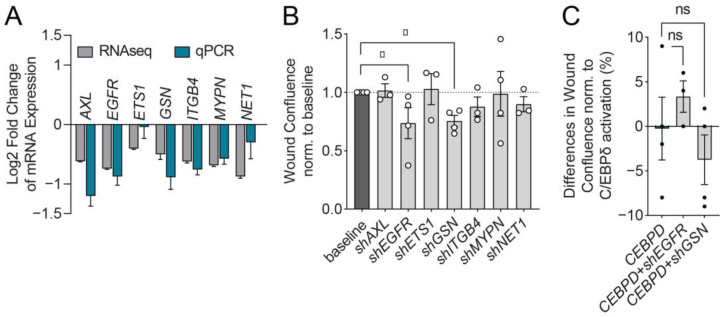
Knockdown of migration-associated targets genes of C/EBPδ. (**A**) Different migration-associated genes that were significantly differentially regulated upon the induction of C/EBPδ were manually selected from RNAseq data. RT-qPCR was used to validate the deregulation of these genes. Shown is the Log_2_ fold change of gene expression over untreated cells. (**B**) Cell lines containing shRNAs against individual genes were established from the C/EBPδ-inducible MIA PaCa-2 cell line and subjected to migration assays (N = 6, 3–4 assays per cell line). C/EBPδ was not induced in these cell lines and the effect of the respective gene knockdown on migration, normalized to the parental cell line (baseline), is shown. Knockdown of Epidermal Growth Factor Receptor (*EGFR*) and Gelsolin (*GSN*) induces a significant reduction of cell migration (* *p* < 0.05). (**C**) C/EBPδ was induced in *shEGFR* and *shGSN* cells to observe whether shRNA-mediated knockdown in these cells causes an additional migration-inhibiting effect together with C/EBPδ-mediated suppression of *EGFR* and *GSN*. No significant additional effect of gene knockdown was observed. ns—not significant.

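The changes of the 7 genes of Table 1 were set against those of CTRL cells over the same 24 h of doxycycline. The interaction of line and doxycycline was negative for each of them. It was −0.95 for ITGB4 (standard error 0.0647, adjusted p = 8.99e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.94 for MYPN (standard error 0.0641, edgeR adjusted p = 9.22e-11), −0.84 for AXL (standard error 0.0459, edgeR adjusted p = 1.23e-12), −0.70 for NET1 (standard error 0.0407, edgeR adjusted p = 4.14e-12) and −0.53 for ETS1 (standard error 0.062, edgeR adjusted p = 7.88e-07). In CTRL cells MYPN rose from 56.6 ± 1.96 to 70.1 ± 2.04 CPM (SD, n = 3 each), AXL fell from 154.0 ± 4.01 to 140.2 ± 2.66 CPM (SD, n = 3 each), and ETS1 differed by less than the replicate spread, with 60.1 ± 0.991 and 58.3 ± 4.29 CPM (SD, n = 3 each). At 8 h of doxycycline AXL and ETS1 in C/EBPδ-inducible cells were near their level at 0 h, with 224.3 ± 6.74 and 181.7 ± 2.37 CPM (SD, n = 3 each), and at 48 h they stood at 108.3 ± 2.18 and 107.9 ± 1.67 CPM (SD, n = 3 each).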

**Table 1:** Selection of migration-associated genes deregulated by C/EBPδ. Log_2_ differences in gene expression and *p*-values are assessed individually between non-induced cells and C/EBPδ-inducible cells 24 h after C/EBPδ-induction using ANOVA in the Genomic Analysis and Visualization Platform R2 [20].

Gene Name	Accession No.	Log_2_ Fold Change	*p*-Value
AXL Receptor Tyrosine Kinase *(AXL)*	NM_001699	−0.62	7.5 × 10^−6^
Epidermal Growth Factor Receptor *(EGFR)*	NM_005228	−0.74	2.72 × 10^−7^
ETS Proto-Oncogene 1 *(ETS1)*	NM_005238	−0.4	5.16 × 10^−5^
Gelsolin *(GSN)*	NM_000177	−0.5	7.25 × 10^−4^
Integrin Subunit beta 4 *(ITGB4)*	NM_000213	−0.62	6.53 × 10^−6^
Myopalladin *(MYPN)*	NM_032578	−0.68	8.67 × 10^−5^
Neuroepithelial Cell Transforming 1 *(NET1)*	NM_005863	−0.51	1.41 × 10^−5^

## Data Availability

All relevant data are within the paper and its supporting information files. Sequence libraries are publicly available through the National Center for Biotechnology Information Gene Expression Omnibus under the following accession number: GSE214028.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11213334/s1, Supplementary File S1: GO term enrichment analysis; Table S1: Primers used for RT-qPCR Analysis; Table S2: Gene Sets: Positive Regulation of Actin Dynamics; Figure S1: shRNA-mediated knockdown of migration-associated C/EBPδ target genes; Figure S2: C/EBPδ does not affect PANC-1 migration in scratch wound assays; Figure S3: C/EBPδ-inducible cells show enhanced levels of *CEBPD* mRNA in the absence of doxycycline; Figure S4: C/EBPδ does not affect random single cell migration in PANC-1; Figure S5: C/EBPδ does not significantly affect the invasive capacity of PDAC cells in Matrigel; Figure S6: CAM-invasion by MIA PaCa-2 cells is unaffected by C/EBPδ; Figure S7: C/EBPδ does not alter the frequency of MIA PaCa-2 cells attaching to endothelial monolayers; Figure S8: EMT marker panel; Figure S9: *CDH1* mRNA is induced upon induction of C/EBPδ in doxycycline-inducible cells; Figure S10: CSC marker panel; Figure S11: Osteoclast migration marker panel.

# Supplementary material for: C/EBPδ Suppresses Motility-Associated Gene Signatures and Reduces PDAC Cell Migration
**Source:** Cells. 2022 Oct 22;11(21):3334. doi: 10.3390/cells11213334
**Supplement:** Supplementary file 1

# Supplementary Data

## 6. Supplementary Materials and Methods

### 6.1 Transwell Invasion Assay

24-well FluoroBlok transwells (#351152, Corning) were coated with Matrigel (#356234, Corning) diluted 1:2 in complete medium and allowed to solidify for 30 minutes at 37 °C. Then,  $0.2 \times 10^6$  cells, inducible and CTRL cells mixed at equal ratios, were seeded on top of the Matrigel in 300  $\mu$ l of plain medium with 1 % FCS and with or without doxycycline 2  $\mu$ g/ml. In the bottom of the well, 500  $\mu$ l complete medium with 10% FCS was added as attractant to motivate cell invasion. The bottom of transwell membranes were imaged after 42 hours using the EVOS FL Cell Imaging System at 10 $\times$  magnification. Three areas per transwell were randomly selected and cells were counted using the count tool in Adobe Photoshop (version 2021 23.1.0).

### 6.2 Chicken Chorioallantoic Membrane (CAM) Model and Analysis of Organs

Fertilized chicken eggs were allowed to acclimatized to room temperature overnight. The next day (embryonic development day 1, EDD0), eggs were placed horizontally at 37 °C and 70 % humidity in a rotating incubator tilting by 90° twice every hour (FIEM MG140/200 Rurale) for 3 days. At EDD4, a 2 mm<sup>2</sup> hole was created in the egg shell at the pointed end of the egg, covered with adhesive tape (Scotch Magic Tape) and eggs were placed in a vertical position. At EDD7, holes were enlarged to 1.5 cm<sup>2</sup> and at EDD8, orthodontic dental elastic rings (non-latex, Ø 9.5 mm) were placed on the chick chorioallantoic membrane (CAM), 2 hours prior to cell grafting. PDAC cells were trypsinized and resuspended at  $40 \times 10^6$  cells/ml in Matrigel supplemented with doxycycline 2  $\mu$ g/ml or not, and 50  $\mu$ l of the suspension ( $2 \times 10^6$  cells) were grafted on each CAM. After the Matrigel had solidified, grafts were treated with either complete medium or with complete medium supplemented with doxycycline 2  $\mu$ g/ml. Treatment and media were refreshed every 2-3 days. To harvest the CAMs between EDD9 and EDD13, the eggs were placed at 4 °C for 30 minutes and subsequently, the CAMs were excised using scissors, washed once in PBS and fixed in 4 % formaldehyde (#415694, Actua Chemicals) for 1 hour at 4 °C followed by infusion with 25 % sucrose (#S0389, Merck) in PBS for 1 hour at 4 °C. CAMs were then embedded in optimal cutting temperature compound (#IA018, Tissue-Tek O.C.T. compound, ProSciTech) and sectioned using the Eppendorf CryoStar NX70 (#14-071-407, Thermo Scientific) while setting the specimen holder to -30 °C and the knife to -35 °C. To visualize CAMs, sections were washed in PBS, blocked with Ultra V Block (#TA-125-UB, Thermo Scientific) for 10 minutes at room temperature, and stained for Laminin (Rabbit-anti-Laminin 1:500 #NB300-144, Novus Biologicals) in BrightDiluent (#UD09-500, Immunologic) at 4 °C overnight. The next day, CAMs were washed and incubated with Alexa Fluor 594 goat anti-rabbit IgG (H+L) (#A11037/10474352, Invitrogen) for 30 minutes at room temperature. Slides were then washed again and coverslips were mounted using ProLong Gold Antifade Mountant (#P10144, Thermo Scientific). CAM integrity was visualized using the EVOS FL Cell Imaging System. To analyze lungs and liver for tumor cell invasion a grafting density of 10,000,000 cells/ml in 50 % Matrigel diluted in plain medium was used. Chick embryos were sacrificed at EDD17 by placing eggs at 4 °C for 30 minutes. Organs were harvested, snap-frozen in liquid nitrogen and homogenized in NaCl using a rotor-stator homogenizer. 100  $\mu$ l of the resulting suspension were processed for RNA extraction and RT-qPCR was used to assess the presence of mCherry or mVenus mRNA using the primers listed in **Table 1**. For fluorescence activated cell sorting (FACS) analysis, one fifth of liver and lung tissue was washed in PBS, minced with a scalpel and dissociated using

an enzyme dissociation buffer (1 mg/mL Type VII collagenase (#9001-12-1, Merck), 2 mg/mL Dispase II (#42613-33-2, Merck) 1 mg/mL trypsin inhibitor (#J60982.03, Thermo Scientific), 1 unit/mL DNase I (#M0303, New England BioLabs)) at 37 °C for 1 hours. Samples of 500 µl were taken every 15 minutes and subjected to FACS analysis as described below.

### 6.3 Tumor Cell Extravasation and ECIS

Channels of a µ-slide flow chamber (#80606, Ibidi) were coated with 0.1% gelatin, followed by seeding a monolayer of primary human pulmonary microvascular endothelial cells (PMVEC) as described by Manz *et al.* [28]. Tumor cells (C/EBPδ-inducible and CTRL in the presence or absence of doxycycline) were detached using TripLE Express Enzyme (#12604013, Gibco) and resuspended in Endothelial Cell Medium (#1001, ScienCell) at around 500,000 cells/ml. Cell suspensions were perfused over the endothelial monolayer with a flow rate of 5.8 ml/hour, corresponding to 0.5 dyn, using a syringe pump. Per condition, images of three regions of interest were acquired before and after 1 hour of perfusion using a fluorescent microscope (Lumascope 720, Etaluma) and the Lumaview software (Lumaview 720/600-series, Etaluma). Before-and-after images were exported and attached tumor cells were quantified manually.

Disruption of endothelial barrier function through pre-conditioned medium from MIA PaCa-2 cells with baseline or induced C/EBPδ was measured over 24 hours using Electric Cell-substrate Impedance Sensing (ECIS). PMVEC were seeded on a 0.1% gelatin coated 96-well plate (96W10idf PET) suitable for ECIS. Cells were maintained in endothelial cell medium (#1001, ScienCell) supplemented with 1% Penicillin/Streptomycin, 1% endothelial cell growth supplement (ECGS), 5% FBS and 1% non-essential amino acids (#X055-100, Biowest), with medium changes every other day. Electrical impedance between cell-cell interactions was measured at 4000 Hz for 24 hours. Assays were run on the ECIS Z-Theta instrument (Applied BioPhysics) as described by Szulcek *et al.* [29].

## 7 Supplementary Results

Table S1 – Primers used for RT-qPCR Analysis

| Gene and primer orientation | Primer sequence                   |
|-----------------------------|-----------------------------------|
| AXL forward primer          | 5'-GTGGGCAACCCAGGGAATATC-3'       |
| AXL reverse primer          | 5'-GTACTGTCCCGTGTCTCGGAAAG-3'     |
| CEBPD forward primer        | 5'-GCAGAAAGTTGGTGGAGCTGT-3'       |
| CEBPD reverse primer        | 5'-TTACCGGCAGTCTGCTGTC-3'         |
| EGFR forward primer         | 5'-AGGCACGAGTAACAAGCTCAC-3'       |
| EGFR reverse primer         | 5'-ATGAGGACATAACCAGCCACC-3'       |
| ETS1 forward primer         | 5'-GATAGTTGTGATCGCCTCACC-3'       |
| ETS1 reverse primer         | 5'-GTCCTCTGAGTCGAAGCTGTC-3'       |
| GSN forward primer          | 5'-AGATGGACTACCCCAAGCAGA-3'       |
| GSN reverse primer          | 5'-GGTCCCGCCAGTTCTTGAA-3'         |
| ITGB4 forward primer        | 5'-CTCCACCGAGTCAGCCTTC-3'         |
| ITGB4 reverse primer        | 5'-CGGGTAGTCCTGTGTCCTGTA-3'       |
| MYPN forward primer         | 5'-CTCACTGACCATTGCGGAAG-3'        |
| MYPN reverse primer         | 5'-GCAGAAAGTCGAATCTGTCCCA-3'      |
| NET1 forward primer         | 5'-ACACCCGCCAAGAGAAGGA-3'         |
| NET1 reverse primer         | 5'-TGTTACCTCGGGACATTTTCATA-3'     |
| RPLP0 forward primer        | 5'-GGCACCATTGAAATCCTGAGTGATGTG-3' |
| RPLP0 reverse primer        | 5'-TTGCGGACACCCTCCAGGAAGC-3'      |
| TBP forward primer          | 5'-ATCCCAAGCGGTTTGCTGC-3'         |
| TBP reverse primer          | 5'-ACTGTTCTTCACTCTTGGCTC-3'       |
| mVenus forward primer       | 5'-CTCGTCCATGCCGAGAGTGA-3'        |
| mVenus reverse primer       | 5'-CGAGAAGCGCGATCACATGG-3'        |
| mCherry forward primer      | 5'-GAACGGCCACGAGTTCGAGA-3'        |
| mCherry reverse primer      | 5'-CTTGGAGCCGTACATGAACTGAGG-3'    |

Table S2 – Gene Sets: Positive Regulation of Actin Dynamics

|           |          |          |         |          |         |
|-----------|----------|----------|---------|----------|---------|
| ABI2      | CCL21    | EVL      | LPAR1   | PRKCE    | SYNPO2  |
| ABL1      | CCL24    | F2RL1    | MAGEL2  | PTK2B    | SYNPO2L |
| ACTN2     | CCL26    | FCHSD1   | MLST8   | PXN      | TACR1   |
| ALOX15    | CCL27    | FCHSD2   | MTOR    | PYCARD   | TEK     |
| APOA1     | CCN2     | FER      | MTSS1   | RAC1     | TENM1   |
| ARF6      | CCR7     | FERMT2   | MYOC    | RAPGEF3  | TESK1   |
| ARHGEF10  | CD47     | FES      | NCK1    | RGCC     | TGFB3   |
| ARHGEF10L | CDC42    | FHOD1    | NCK2    | RHOA     | TGFB1   |
| ARHGEF15  | CDC42EP1 | FMN1     | NCKAP1  | RHOC     | TPM1    |
| ARHGEF5   | CDC42EP2 | GPR65    | NCKAP1L | RICTOR   | TRIM27  |
| ARPC2     | CDC42EP3 | GRB2     | NF2     | ROCK2    | TSC1    |
| BAG4      | CDC42EP4 | GSN      | NPHS1   | S100A10  | VASP    |
| BAIAP2    | CDC42EP5 | HAX1     | NRP1    | SCIN     | VIL1    |
| BAIAP2L1  | CDK5     | HCK      | NTF3    | SDC4     | WAS     |
| BAIAP2L2  | CFL2     | HCLS1    | NTRK3   | SEMA5A   | WASF1   |
| BCAS3     | CRACD    | HRAS     | PAK1    | SERPINF2 | WASF2   |
| BIN1      | CSF3     | ID1      | PDXP    | SFRP1    | WASF3   |
| BRK1      | CTTN     | ITGB1BP1 | PFN1    | SMAD3    | WASHC2C |
| C15orf62  | CX3CL1   | KIRREL1  | PFN2    | SNX9     | WASL    |
| CARMIL1   | CYFIP1   | LIMCH1   | PFN3    | SORBS3   | WDR1    |
| CARMIL2   | DLG1     | LIMK1    | PLEK    | STAP1    | WHAMM   |
| CCDC88A   | DSTN     | LMOD1    | PPM1E   | SWAP70   | WNT11   |
| CCL11     | EPHA1    | LMOD2    | PPM1F   | SYNPO    | WNT4    |

A gene set associated with the positive regulation of actin dynamics was comprised of the publically available complete data sets 'GOPB: Positive regulation of actin filament bundle assembly (GO:0032233), GOBP: Positive regulation of actin filament depolymerization (GO:0030836), GOBP: Positive regulation of actin cytoskeleton reorganization (GO:2000251), GOBP: Positive regulation of actin nucleation (GO:0051127) and GOBP: Positive regulation of actin filament polymerization (GO:0030838). Duplicate genes were removed such that each gene is listed only once. The resulting gene set is comprised of the genes listed in the Table S2.

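Table S2 lists 138 genes. Of these, 132 had at least 1 count in the 24 libraries, and 94 remained after the filter on low counts over all libraries. In the comparison of untreated C/EBPδ-inducible and CTRL cells, 87 set genes were tested, with a median log2 fold change of −0.044 and a two-sided p of 0.143 from limma's camera test.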

Figure S1

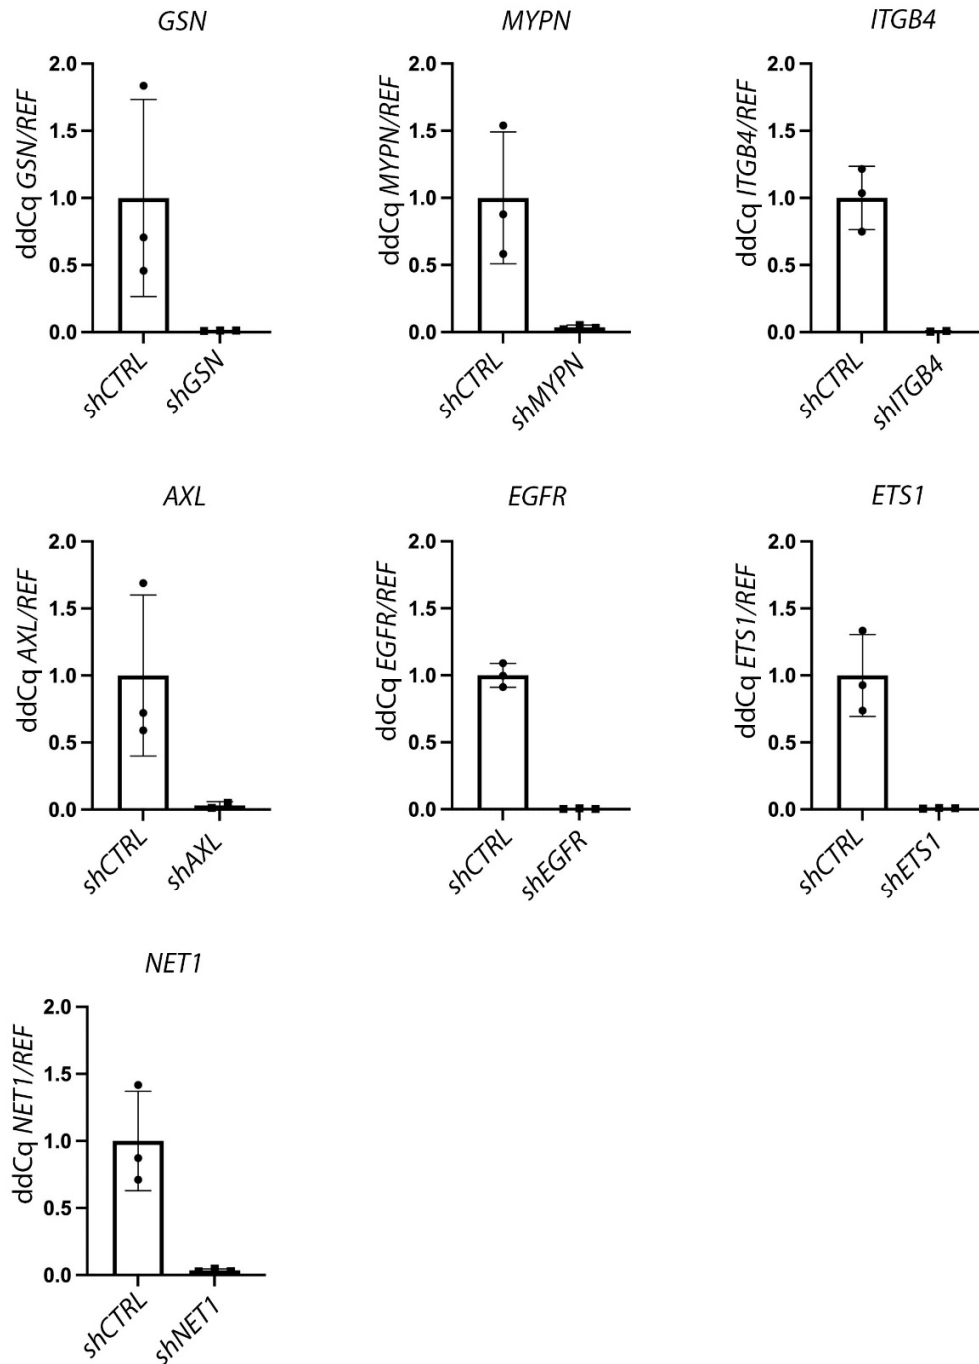

**Figure S1.: shRNA-mediated knockdown of migration-associated C/EBP $\delta$  target genes is effective.** *GSN*, *MYPN*, *ITGB4*, *AXL*, *EGFR*, *ETS1* and *NET1* were targeted with 5 separate shRNAs in the C/EBP $\delta$  -inducible MIA PaCa-2 cell line. RT-qPCR was used to select the most effective knockdown of five hairpins tested for downstream experiments. Shown is, per shRNA, the ddCq per gene, respective to *TBP* and *RPLP0*.

Figure S2

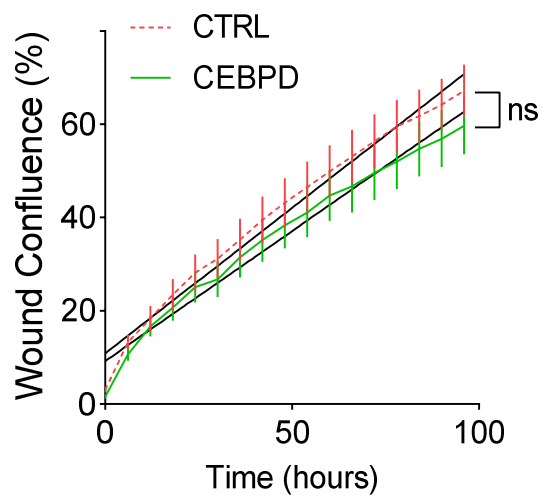

**Figure S2.: C/EBP $\delta$  does not affect PANC-1 migration in scratch wound assays.** PANC-1 cells were subjected to scratch wound-migration assays (four experiments with biological duplicates). Doxycycline was added to induce *C/EBP $\delta$* . CTRL cells and *C/EBP $\delta$* -expressing cells in the presence of doxycycline migrate at equal rates and no significant effect on migration was observed in either direction. Data were normalized to untreated cells. Straight lines were fit by simple linear regression which showed that the slopes of both curves are not significantly different ( $p=0.193$ ). ns: not significant.

Figure S3

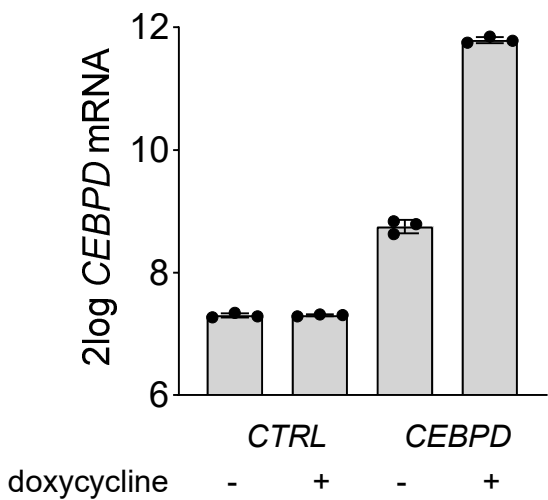

**Figure S3.: C/EBP $\delta$ -inducible cells show enhanced levels of CEBPD mRNA in the absence of doxycycline.** Compared to CTRL cells, cells transduced with an inducible construct for C/EBP $\delta$  expression (denoted *CEBPD*) show leakiness of the construct, i.e. enhanced *CEBPD* mRNA expression in the absence of doxycycline after 24 hours. *CEBPD* expression is more enhanced when doxycycline is added (*CEBPD* + doxycycline).

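After 8 h of doxycycline, CEBPD in C/EBPδ-inducible cells stood at 246.3 ± 17.0 CPM (SD, n = 3), after 24 h at 307.7 ± 10.9 CPM and after 48 h at 204.6 ± 6.50 CPM (SD, n = 3 each). The log2 fold change between 24 h and 0 h was 3.83 (standard error 0.0517, adjusted p = 1.1e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CTRL cells CEBPD stood at 1.90 ± 0.525 CPM at 8 h, 3.58 ± 0.164 CPM at 24 h and 4.01 ± 0.637 CPM at 48 h (SD, n = 3 each), and it did not differ between 24 h and 0 h (log2 fold change −0.15, edgeR adjusted p = 0.579). The interaction of line and doxycycline at 24 h was 3.99 (standard error 0.182, edgeR adjusted p = 3.57e-14).

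**Figure D2:**
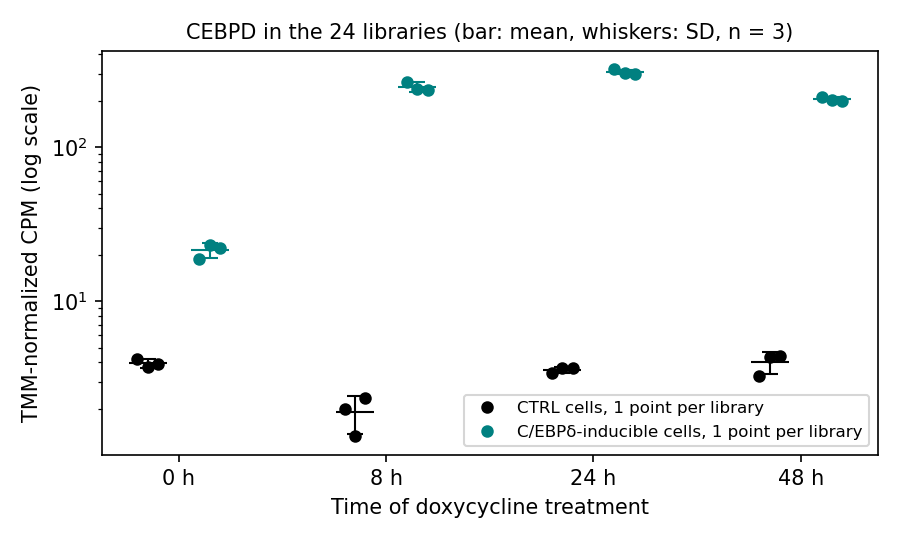
CEBPD expression in CPM (vertical axis, log scale) by time of doxycycline treatment (horizontal axis) in CTRL cells (black) and C/EBPδ-inducible cells (turquoise). Each point is 1 library, with the mean and SD of 3 replicates. The inducible cells lie above the CTRL cells at every time point.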

Figure S4

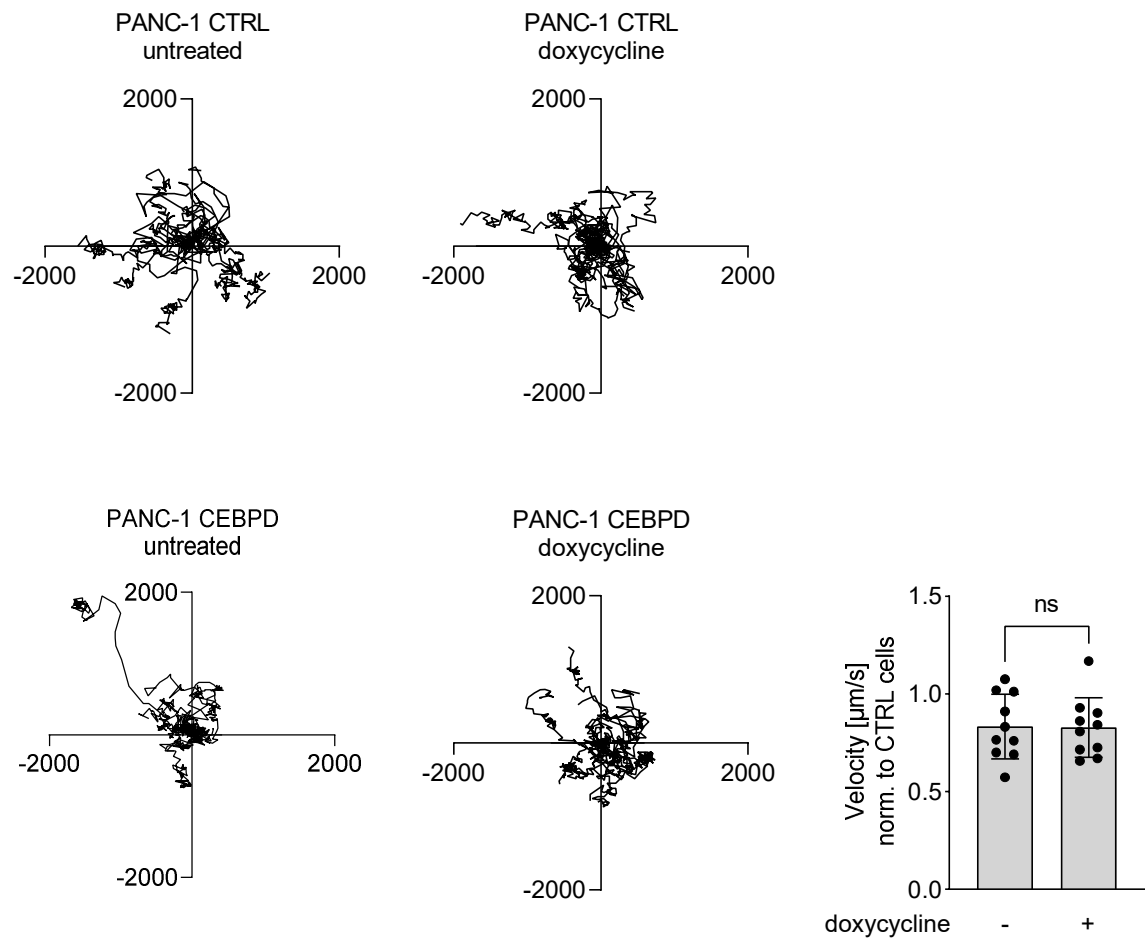

**Figure S4.: C/EBP $\delta$  does not affect random single cell migration in PANC-1.** Shown are single cell migration tracks and the average velocity of migration achieved by PANC-1 cells transduced with a doxycycline-inducible expression construct for C/EBP $\delta$  activation. Addition of doxycycline, i.e. induction of C/EBP $\delta$ , has no effect on random single cell migration in PANC-1.

Figure S5

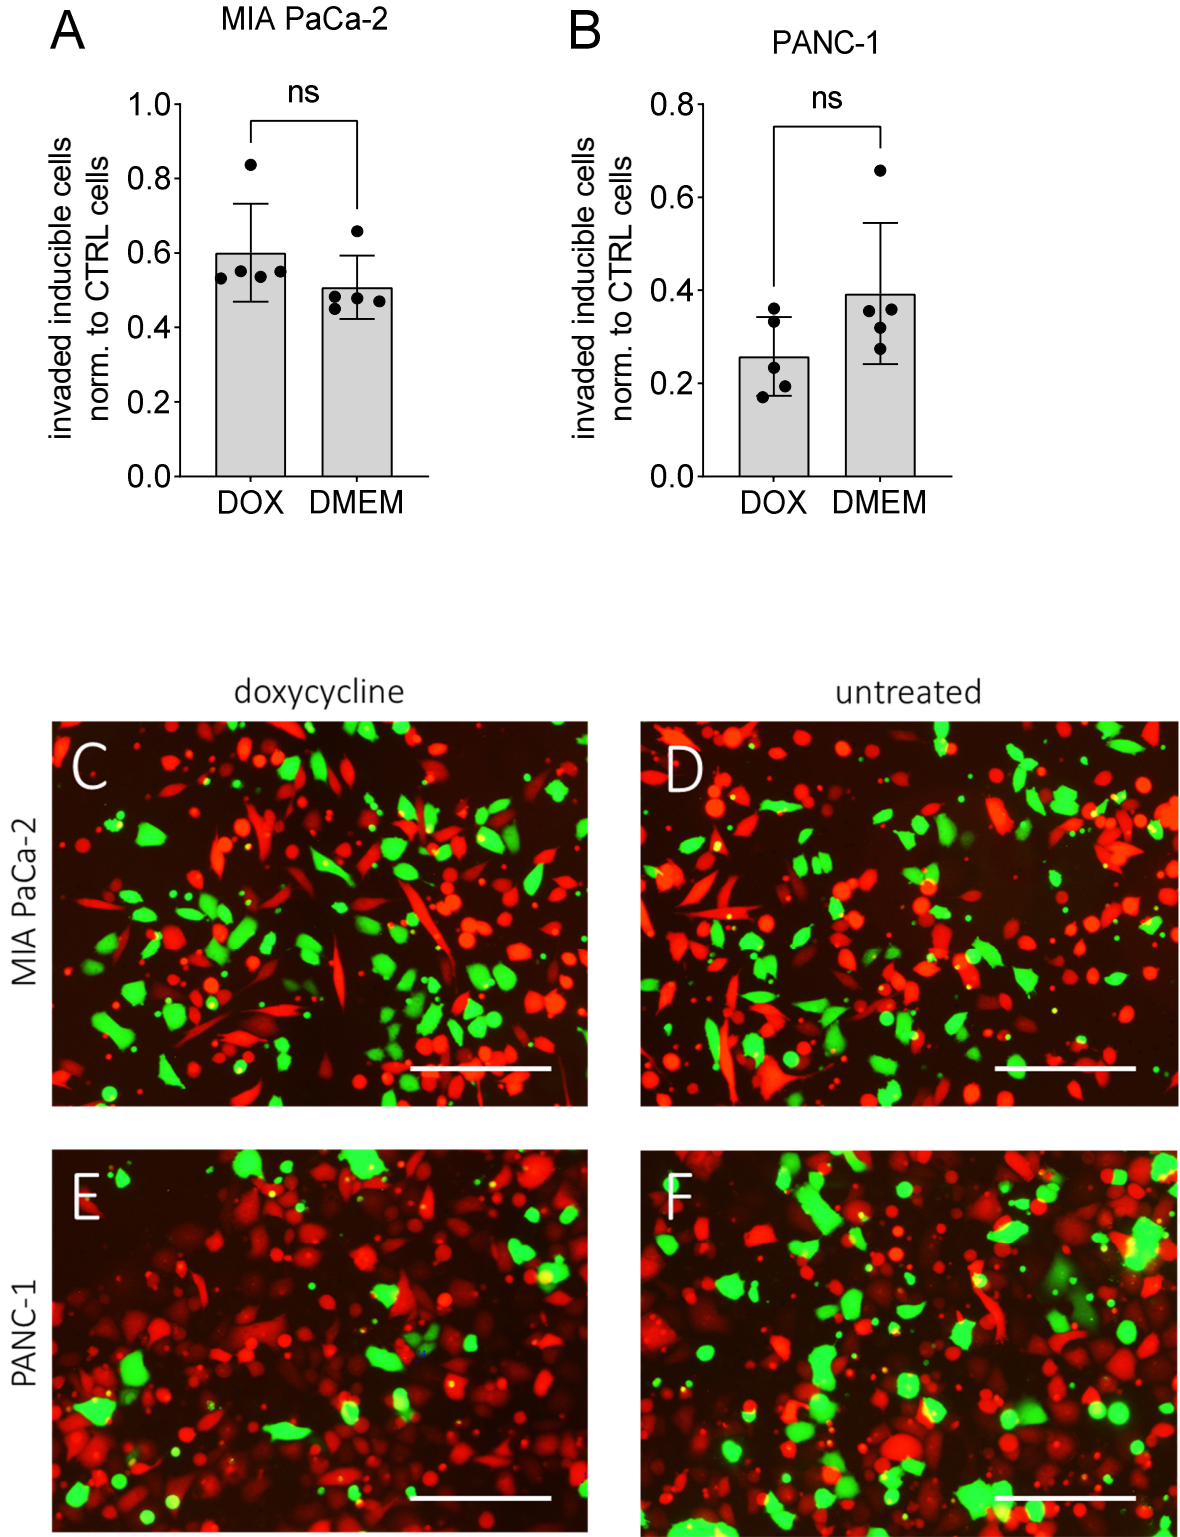

**Figure S5.: C/EBP $\delta$  does not significantly affect the invasive capacity of PDAC cells in Matrigel.** MIA PaCa-2 (A) and PANC-1 (B) cells inducible for CEPBD expression or not were treated or not with doxycycline and subjected to Matrigel-invasion assays. Shown is the number of inducible cells that invaded through Matrigel within 42 hours, normalized to the number of invaded CTRL cells. Induction of C/EBP $\delta$  has no effect on PDAC cell invasion through Matrigel *in vitro*. (C-F) show exemplary images of the invaded cells after 42 hours. Scale bars are 200  $\mu$ m.

Figure S6

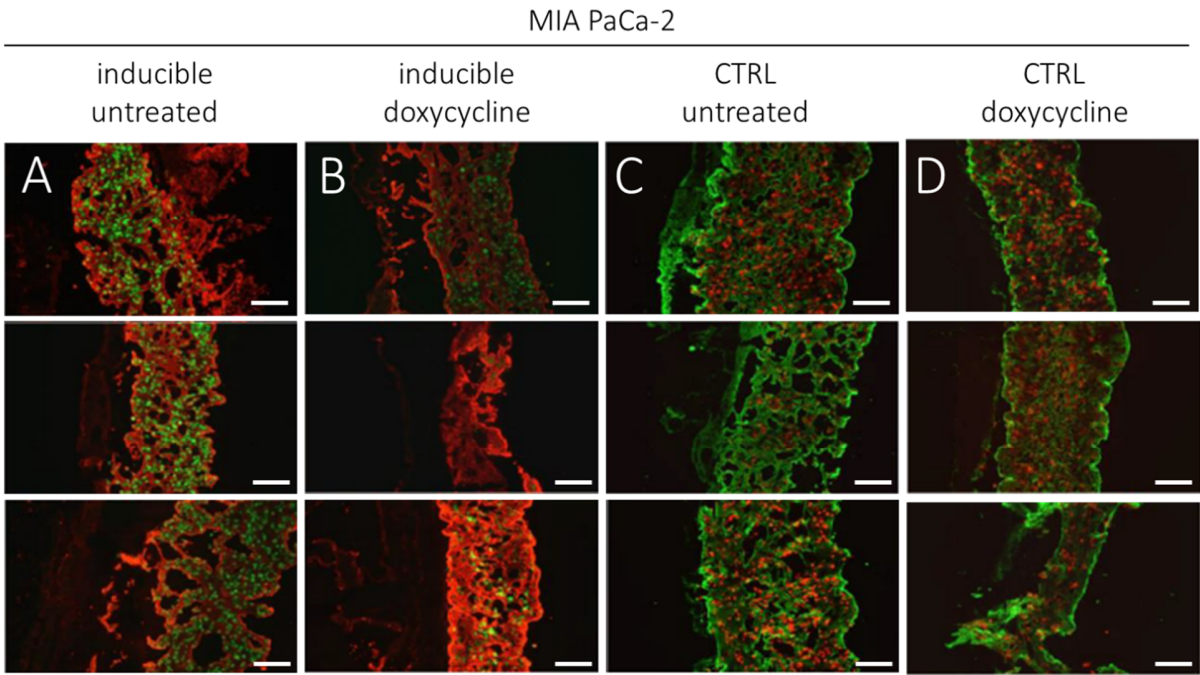

**Figure S6.: CAM-invasion by MIA PaCa-2 cells is unaffected by C/EBP $\delta$ .** MIA PaCa-2 cells were grafted onto CAMs in Matrigel and allowed to invade for 24 hours. Columns **A** and **B** show inducible cells (green fluorescent) invading the CAM and Matrigel (red fluorescent). Columns **C** and **D** show CTRL cells (red fluorescent) invading the CAM and Matrigel (green fluorescent). As Matrigel contains a fraction of laminin, it is also stained by the laminin-antibody. Although we observed that cells readily invade the CAM, no differences or retarding effects were observed upon the induction of C/EBP $\delta$  *in vivo*. Scale bars are 400  $\mu$ m.

Figure S7

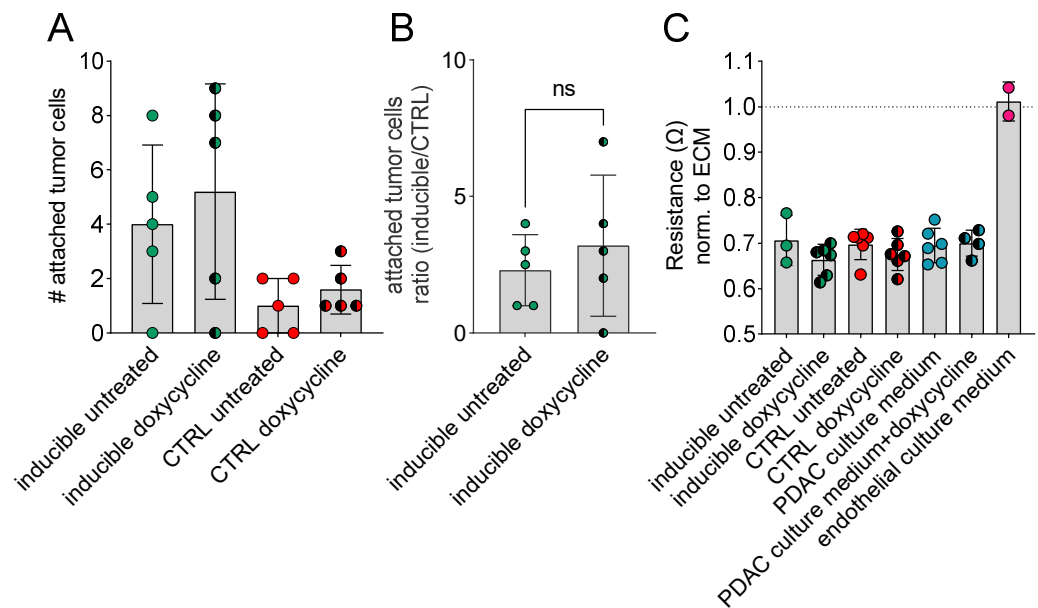

**Figure S7.: C/EBPδ does not alter the frequency of MIA PaCa-2 cells attaching to endothelial monolayers.** MIA PaCa-2 cells inducible for C/EBPδ expression and CTRL cells in the presence or absence of doxycycline were subjected to endothelial transfection assays. Cell attachment was measured by manual counting of attached cells after 2 hours of transfection. **(A)** The number of attached cells in each condition. **(B)** The ratio of induced to CTRL cells derived from the data shown in panel (A) **(C)** Electric Cell-substrate Impedance Sensing (ECIS) assays showed that medium pre-conditioned by MIA PaCa-2 cells as well as PDAC culture medium itself induce disruption of endothelial monolayers. However, this effect is unaffected by the induction of C/EBPδ. Endothelial monolayer integrity is normalized to that under endothelial cell medium (ECM) conditions.

Figure S8

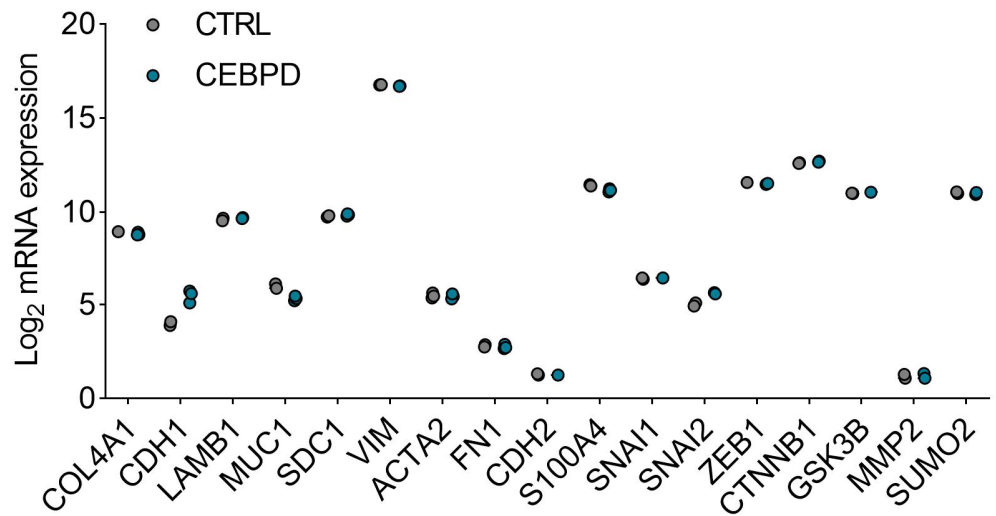

**Figure S8.: mRNA expression of Epithelial-to-Mesenchymal Transition (EMT) markers are not regulated by C/EBPδ.** Plotted is the Log2 mRNA expression of different markers for epithelial (*COL4A1*, *CDH1*, *LAMB1*, *MUC1* and *SCD1*), mesenchymal (*VIM*, *ACTA2*, *FN1*, *CDH2*, *S100A4*, *SNAI1* and *SNAI2*) and further major EMT players (*ZEB1*, *CTNNB1*, *GSK3B*, *MMP2* and *SUMO2*) in MIA PaCa-2 cells before (CTRL) and 24 hours after (CEBPD) doxycycline treatment. There is no clear tendency, i.e. up- or down-regulation of a specific group and no marker except *CDH1* changes significantly within 24 hours of C/EBPδ induction. Experiments were done using biological triplicates (N=3).

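For the 8 tested genes of the panel that were not DEGs between C/EBPδ-inducible cells at 24 h and 0 h, the log2 fold change lay between −0.24 for ACTA2 and 0.22 for SNAI2. Exons of ACTA2 and SNAI2 overlap genes on the other strand, so that their counts are uncertain. CTNNB1 came closest to the cut-off, with 334.0 ± 7.27 and 354.1 ± 11.9 CPM (SD, n = 3 each) and a log2 fold change of 0.082 (standard error 0.0296, adjusted p = 0.0469 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SCD (ENSG00000099194, GRCh38 chromosome 10, 100347233 to 100364826), the approved symbol of the SCD1 named in the legend, is not in the plot. It rose by 0.65 on the log2 scale (standard error 0.0252, edgeR adjusted p = 1.2e-15).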

Figure S9

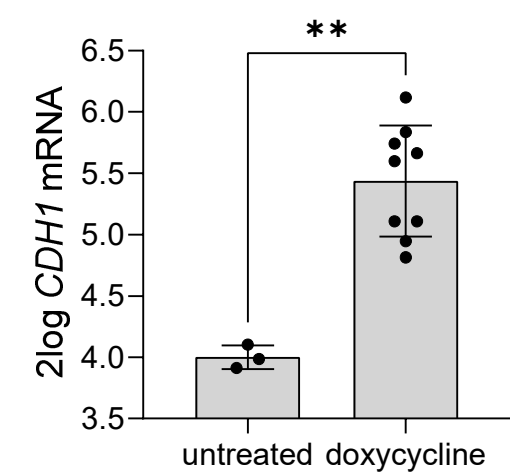

**Figure S9.: CDH1 mRNA is induced upon induction of C/EBPδ in doxycycline-inducible cells.** *CDH1* mRNA expression in MIA PaCa-2 cells with baseline (untreated) and induced C/EBPδ levels (doxycycline-treated for 8, 24 and 48 hours) (p<0.01).

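CDH1 was compared between 9 libraries of C/EBPδ-inducible cells with doxycycline (8, 24 and 48 h) and 3 without. On the log2(CPM + 1) scale the mean difference was 1.90, with a two-sided exact permutation p of 0.00455, the smallest that the 220 assignments of the libraries allow. Because the counts at 0 h are near the floor, the pseudocount moved the difference most, to 4.00 with a pseudocount of 0.1. For 24 h alone the difference was 1.31 (two-sided exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). The mean was 0.12 ± 0.113 CPM at 0 h, 4.69 ± 1.25 CPM at 8 h, 1.76 ± 0.372 CPM at 24 h and 3.74 ± 1.30 CPM at 48 h (SD, n = 3 each). In CTRL cells it lay between 0.711 ± 0.497 CPM at 8 h and 1.05 ± 0.464 CPM at 0 h (SD, n = 3 each).

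**Figure D3:**
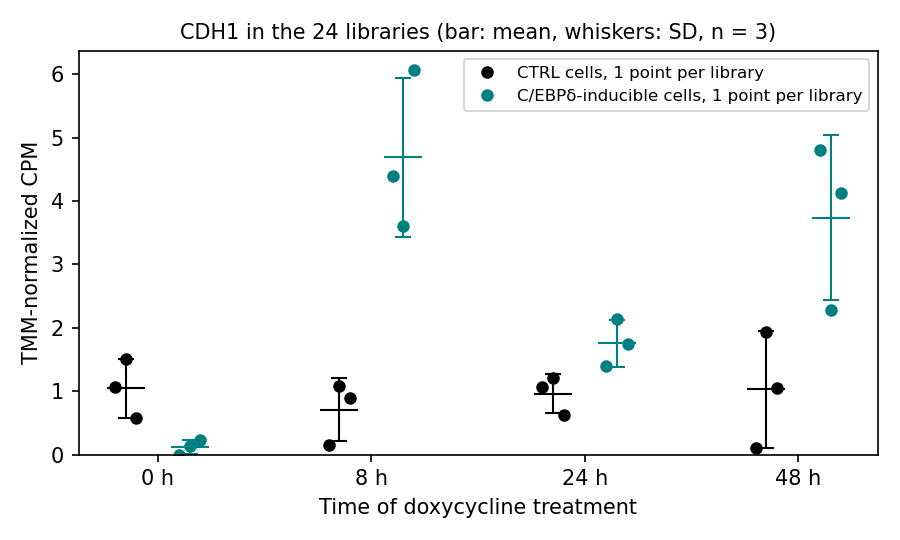
CDH1 expression in CPM (vertical axis) by time of doxycycline treatment (horizontal axis) in CTRL cells (black) and C/EBPδ-inducible cells (turquoise). Each point is 1 library, with the mean and SD of 3 replicates. The inducible libraries at 0 h lie below those at 8, 24 and 48 h.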

Figure S10

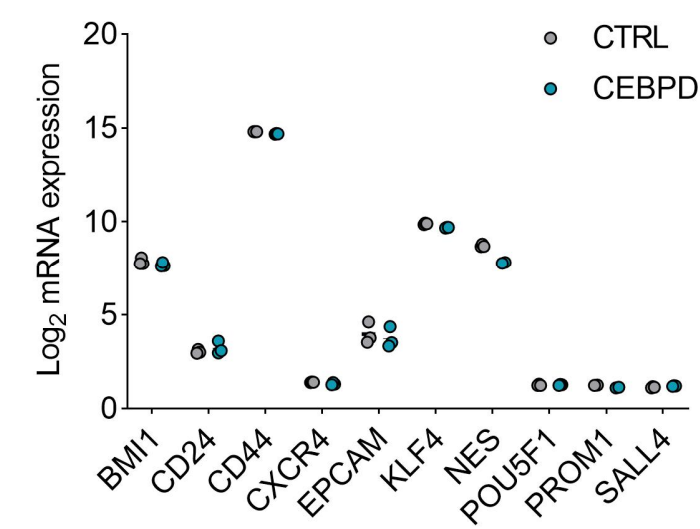

**Figure S10.: mRNA expression of cancer stem cell (CSC) marker genes is not regulated by C/EBPδ.** Plotted is the Log<sub>2</sub> mRNA expression of different CSC in MIA PaCa-2 cells before (CTRL) and 24 hours after (CEBPD) doxycycline treatment. There is no clear tendency, i.e. constitutive up- or down-regulation of this panel upon C/EBPδ induction and no marker changed significantly within 24 hours of C/EBPδ induction.

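POU5F1, PROM1 and SALL4 had 3 counts or fewer in every library of C/EBPδ-inducible cells at 0 and 24 h and were therefore at the floor, where a change is not detectable at this depth. CXCR4, CD24 and EPCAM also had too few counts to be tested in these cells. EPCAM (ENSG00000119888, GRCh38 chromosome 2, 47345158 to 47387601) varied more between replicates than between time points, with 0.953 ± 1.17 CPM (SD, n = 3) at 0 h and 0.716 ± 0.991 CPM (SD, n = 3) at 24 h.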

Figure S11

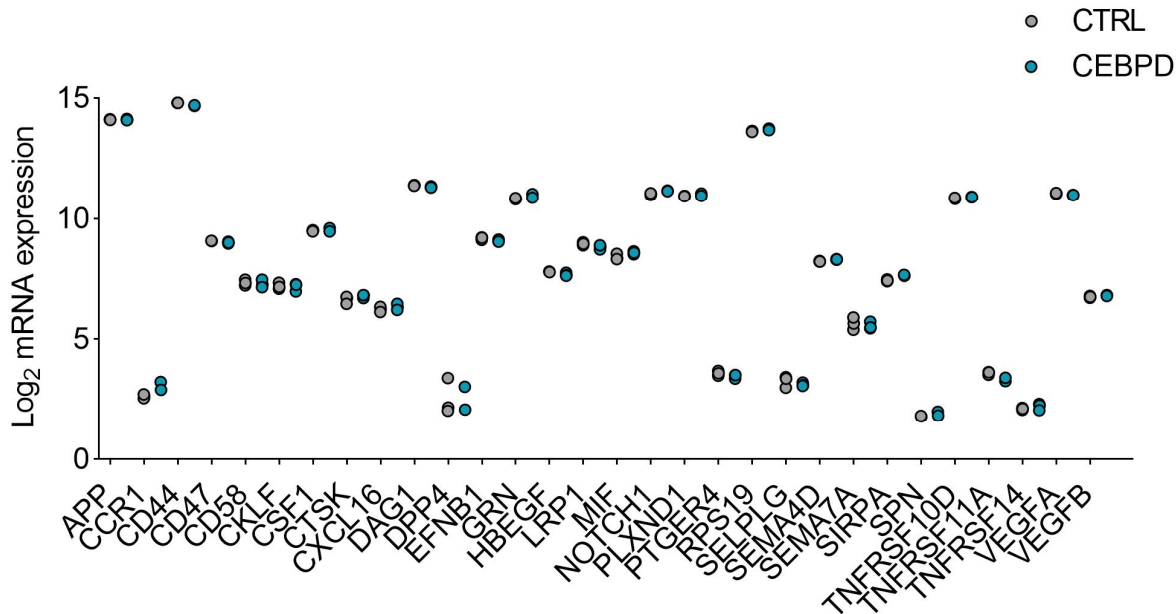

**Figure S11.: mRNA expression of migration marker genes derived from osteoclast migration signature is not differentially regulated by C/EBPδ.** Plotted is the Log<sub>2</sub> mRNA expression of different markers in MIA PaCa-2 cells before (CTRL) and 24 hours after (CEBPD) doxycycline treatment. There is no clear tendency, i.e. constitutive up- or down-regulation of this panel upon C/EBPδ induction and no marker changes significantly within 24 hours of C/EBPδ induction.

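Of the genes tested, CSF1 (log2 fold change −0.18), HBEGF (−0.31), CXCL16 (0.60), SIRPA (0.33) and MIF (0.26) had adjusted p values of 0.0139, 0.0172, 0.012, 0.0183 and 0.0199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the cut-off over all genes. CKLF shares exons with CKLF-CMTM1, and exons of CXCL16, SIRPA and MIF overlap other genes, so that their counts are uncertain. CSF1 fell from 43.4 ± 1.18 to 38.3 ± 2.59 CPM and CXCL16 rose from 2.51 ± 0.442 to 3.88 ± 0.547 CPM (SD, n = 3 each).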

## References

28. Manz, X.D., et al., In Vitro Microfluidic Disease Model to Study Whole Blood-Endothelial Interactions and Blood Clot Dy-namics in Real-Time. *JoVE*, 2020(159): p. e61068. DOI: doi:10.3791/61068.
29. Szulcek, R., H.J. Bogaard, and G.P. van Nieuw Amerongen, Electric cell-substrate impedance sensing for the quantification of endothelial proliferation, barrier function, and motility. *J Vis Exp*, 2014(85). DOI: 10.3791/51300.

How the deposited data were processed for this re-analysis (not part of the article)

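The data are RNA-sequencing counts from MIA PaCa-2 cells with a doxycycline-inducible CEBPD construct (C/EBPδ-inducible cells) and from CTRL cells, at 0, 8, 24 and 48 h of treatment, with 3 libraries per group and 24 in all. The authors depleted ribosomal RNA, sequenced the libraries, trimmed the reads, aligned them to GRCh38 and counted them on genes with HTSeq, and the deposited table holds these counts without normalization, filter or pooling of replicates. The strand setting and the handling of reads that match several genes are not named in the paper's text. All columns of the table could be assigned to a library from its name and the sample labels, and no column was left out. The labels and the paper differ on the doxycycline dose at 0 h, and the paper's description of these cells as untreated was used. Gene names, coordinates and overlaps between exons come from GENCODE release 44 on GRCh38, which is a later annotation than the authors used (56558 of 60675 identifiers matched).

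Everything else was computed from the counts, in R 4.3.3. Counts were scaled with the TMM method and tested with the quasi-likelihood test of edgeR 4.0.16, in a model of the groups compared, after its filter on low counts. P values were two-sided and adjusted with the Benjamini-Hochberg method, and the cut-off was an FDR of 0.01. The contrasts were C/EBPδ-inducible against CTRL cells at 0, 8, 24 and 48 h, 24 h against 0 h in each line, and the interaction of line and doxycycline at 24 h. In each line, 8 h and 48 h were also compared with 0 h. Expression is given as TMM-normalized CPM with the SD over 3 libraries. With 3 libraries against 3, an exact permutation test cannot give a two-sided p under 0.1, so that single genes rest on the model fitted across all genes. Gene sets were tested with the camera function of limma 3.58.1, whose p is not adjusted and rests on a model across genes, and with a GSEA enrichment score written for this purpose, whose p comes from 100 permutations of the library labels. CDH1 with and without doxycycline was compared with an exact permutation test on log2(CPM + 1). The per-library totals, from 12731237 to 22598595 counts with a median of 18959363.5, set the precision. A gene with 3 counts or fewer in every library of a group was treated as being at the floor, and fold changes against a group at the floor are lower bounds.

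The tests were checked on simulated counts drawn from the means and library sizes of these libraries. The spread between replicates was preset and not estimated from them. The simulated changes were larger than the median change of the DEGs here, so that the rates do not carry over to these data. They were also larger where more genes changed, so that the simulations do not separate the number of changed genes from the size of the changes. With 199 changed genes among 15419, edgeR recovered 92.0% with 2 false calls, DESeq2 86.9%, and the analysis of variance 1.01%. With 6157 changed genes among 15438, edgeR recovered 99.8% and the analysis of variance 92.6%. The edgeR interaction recovered 78.9% of 199 genes.

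The mapping of the libraries, the contrasts, the tests, the rule for the genes named and the alternatives were set before the data were examined. The comparison of CTRL cells at 48 h with 0 h was chosen after seeing the data. The other comparisons of 8 or 48 h with 0 h within a line are not counted among the contrasts set beforehand. The genes named are those the paper names for these data, the C/EBP family members of its Discussion, the 10 genes with the largest estimated change in each direction at 24 h among DEGs with non-overlapping libraries, and the 5 in each direction by the same rule in the interaction. Of the panels, the text singles out DEGs and genes that the paper singles out. The untested and near-threshold genes of the panels, SCD, and the genes picked as examples with full values were chosen after their values were seen. The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, a minimum of 10 counts in every library, a model of all 24 libraries, the replicate number as a block, a per-gene analysis of variance on log2(CPM + 1) after the paper's choice of test, another reference group, and leaving out each library in turn. The pairing of libraries comes from the replicate numbers in the labels. The replicates are wells seeded in parallel, and whether same-numbered wells belong together is not stated. The R2 platform and the GSEA program that the authors used were not used here, nor was a GO annotation, so that the GO term enrichment was not repeated. Counts do not separate the CEBPD construct from the endogenous gene.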

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

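Leaky CEBPD expression was tested only after the differences at 0 h had been seen. This holds for the share of genes changed in one direction at 0 h and on induction. It holds as well for the count of genes with the larger difference at 0 h. The comparison of CTRL cells at 48 h with 0 h was itself added after seeing the data. The other tests of this part were set before their results were seen.

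The response to 24 h of doxycycline differed between the lines for 945 genes, by a test of the interaction of line and doxycycline. With the replicate block 850 genes were called, 1061 after a correction for GC content and exonic length, and 705 after all libraries were thinned to the smallest total, both in the fit with the block. The correction changed the log2 values by a median of only 0.0195, so that it is a weak test of a bias by GC content or length. In the other splits of the same libraries, in which the labels 0 h and 24 h were exchanged within a line for some replicate numbers, 2 of 32 splits gave as many genes as the real one, the real one included. The other one exchanges the labels of a whole line, so that the contrast adds the changes of both lines in place of subtracting them. That split gave 2564 genes. It keeps the real groups together and is not a grouping by chance. The 30 mixed splits gave at most 775 genes, with a median of 0, so that none of them reached the real number. The difference between the lines includes CEBPD itself, whose interaction was 3.99 on the log2 scale, but the lines also differ in their genes at 0 h, so that a response to C/EBPδ cannot be told apart from a response to doxycycline that depends on the line.

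Untreated C/EBPδ-inducible and CTRL cells differed in 6757 genes, a comparison for which the paper reports the expression of CEBPD. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1 gave as many genes, which is the real one, and the 6 splits that part fewer pairs gave none as large. This design cannot give a share under 0.05. With the replicate block 6339 genes were called, 6847 after the correction for GC content and length, which changed the log2 values by a median of 0.0239, and 6059 after thinning. Leaky CEBPD expression was tested as an explanation through the 694 genes that differ at 0 h and respond to doxycycline differently in the lines, of which 45.9% differed at 0 h in the direction of the induction. These genes were selected with all replicates in a contrast that subtracts the difference at 0 h, which favours opposite directions, so that this value does not exclude leakiness. Of the 6716 genes called at 0 h and tested at 24 h, 3808 had the larger difference at 0 h, although CEBPD rose by 3.83 on the log2 scale. Effects that grow with CEBPD would give the larger difference at 24 h, so that this count argues against leakiness as the main source. The selection of the genes at 0 h favours this outcome, and leakiness is not excluded. Copy number or other regional differences between the clones remain a candidate explanation, since the log2 fold change of a gene at 0 h correlated with that of genes 11 to 30 positions away at 0.254, above the highest of 1000 permuted orders (0.0359) and above the value for 24 h against 0 h in C/EBPδ-inducible cells (0.0365). The correlation is across genes, which are not independent. Silencing of chromosome 19 zinc finger genes in the inducible cells may contribute as well: 11.8% of them (22 of 187) were at least 4-fold lower, against 1.70% of other genes (257 of 15107). Members of this family are similar in sequence, and the effect of shared reads on their counts was not tested. Clones and construct change together, so that no biological explanation is singled out.

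The lines differed in 4962 genes after 8 h and in 5986 genes after 48 h of doxycycline, time points at which the paper reports CDH1 in the inducible line. In each comparison 1 of the 4 splits that part every same-numbered pair gave as many genes, the real one. At 8 h, 4103 of the 7388 DEGs of 24 h were DEGs in the same direction, and at 48 h 5108 were. The replicate block gave 4692 genes at 8 h (mean r between same-numbered libraries 0.066) and 6603 at 48 h (0.0514). GC content, depth and the explanations given for 0 h were not tested at these time points.

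CTRL cells after 48 h of doxycycline differed from CTRL cells at 0 h in 4596 genes, 2331 higher and 2265 lower, although they carry no CEBPD cDNA. Of these, 3286 were DEGs in the same direction in C/EBPδ-inducible cells over 48 h. With the replicate block 3601 genes were called, 5293 after the correction for GC content and length (median change of the log2 values 0.0481), and 3215 after thinning, and 1 of the 4 splits that part every same-numbered pair gave as many genes, the real one. Doxycycline, medium use and cell density over 48 h change together in this comparison and were not separated by any test, and no biological explanation can be singled out.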

How the results depend on the processing

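No test of this part was chosen after its result was seen, apart from the comparison of CTRL cells at 48 h with 0 h, which was added with all its alternatives after seeing the data.

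The numbers of DEGs were within 1.5 times their values under DESeq2, without a filter, with at least 10 counts in every library and with the replicate block. The per-gene analysis of variance gave fewer: 4317 genes for the lines at 24 h, 3854 at 0 h, 2317 at 8 h and 3167 at 48 h, 498 for C/EBPδ-inducible cells between 24 h and 0 h, 569 for the interaction, 1659 for CTRL cells between 48 h and 0 h, and 39 for CTRL cells between 24 h and 0 h, of which 69.2% were higher against 46.3% with edgeR. In simulated data with 199 changed genes and a preset spread between replicates, it recovered 1.01% of them and edgeR 92.0%. It thus had less power than edgeR there, but these rates do not carry over to the real libraries. A model of all 24 libraries gave 581 genes for CTRL cells between 24 h and 0 h and 604 for the interaction. The cause was not tested. With each library left out in turn, the numbers ranged from 6513 to 7140 for the lines at 24 h, 6001 to 6633 at 0 h, 3424 to 5785 at 8 h, 4726 to 6521 at 48 h, 1748 to 2400 for C/EBPδ-inducible cells and 509 to 1137 for CTRL cells between 24 h and 0 h, 749 to 962 for the interaction, and 3085 to 5289 for CTRL cells between 48 h and 0 h.

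The 7 genes of Table 1 remained DEGs under each alternative but the analysis of variance, which lost MYPN, and the other reference group. The EMT panel gave 1 DEG under the analysis of variance and 10 against CTRL cells at 24 h, and the osteoclast panel 2 and 19. When single libraries were left out, they gave 5 to 6 and 4 to 7. The CSC panel gave 3 under every alternative run, although against CTRL cells at 24 h NES was higher and BMI1 took the place of KLF4. With another reference group, the log2 fold change changed sign for NAV3 (−0.31), FRMD6 (−0.40), PTPRZ1 (−1.18), ITGBL1 (−0.66), TENT5A (0.18), HOXB9 (0.12), MMP1 (0.094) and ALDH1A1 (0.94) of Figure 1B, and for ETS1 (1.02) and MYPN (0.0033) of Table 1. TENM2, PAQR5 and HOXB6 kept their direction but were no longer DEGs, and ANK3 and MAP2 were not tested in that contrast. The values under the references differ by the difference between C/EBPδ-inducible cells at 0 h and CTRL cells at 24 h, and the 10 genes that changed sign all differed between the untreated lines at the FDR of 0.01. Under DESeq2 and the replicate block all 27 genes of Figure 1B and Table 1 kept direction and call, as they did when single libraries were left out.

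The GSEA p of 0.119 fell to 0.0099, the smallest that 100 permutations can give, when genes were ranked on linear CPM in place of log2 values. The cause was not tested. Its other alternatives gave 0.0594 to 0.406, apart from the libraries at 24 h alone, which gave 0.05, the smallest p of their 20 assignments. The camera p for the set at 24 h ranged from 0.00163 without a filter to 0.0251 with an estimated inter-gene correlation, and from 0.00709 to 0.0121 when single libraries were left out. For the interaction it ranged up to 0.000775, and from 2.22e-05 to 0.000145 when single libraries were left out. The rise of CDH1 kept its direction, but at 24 h alone it was 1.31 with an exact permutation p of 0.1, the smallest that design allows. Leaving out single libraries gave 1.80 to 1.99. The depth limits CDH1 at 0 h, CCR1, FN1 and the untested panel genes, whose counts are at or near the floor.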

Differences from the paper's values

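No test of this part was chosen after its result was seen.

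The number of DEGs between C/EBPδ-inducible and CTRL cells at 24 h was 7388 against the paper's 3768, with 3413 against the paper's 1564 higher and 3975 against the paper's 2204 lower. Of the alternatives set before the data were examined, only the per-gene analysis of variance on log2(CPM + 1) came within 1.5 times of the paper's numbers, with 4317, 1821 and 2496. DESeq2, the filters, the model of all 24 libraries, the replicate block and leaving out single libraries did not.

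A log2 fold change is taken to differ from the paper's when the gap is larger than the SD of log2(CPM + 1) in the more variable group. For Table 1, the log2 fold change between 24 h and 0 h in C/EBPδ-inducible cells was −0.996 for AXL (the paper's −0.62), −0.91 for EGFR (the paper's −0.74), −0.60 for ETS1 (the paper's −0.4), −1.002 for GSN (the paper's −0.5), −1.17 for ITGB4 (the paper's −0.62) and −0.76 for NET1 (the paper's −0.51). DESeq2, the replicate block and leaving out single libraries closed none of these gaps. With CTRL cells at 24 h as the reference group, NET1 was at −0.56, within the error of the paper's value, and the other 5 were not. For MYPN, −0.65 did not differ from the paper's −0.68.

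The log2 fold changes of Figure 1B, with the paper's values read by eye in parentheses, were 6.43 for CEBPD (about 4.5), 5.76 for AKR1C2 (about 4.0), 6.81 for TENM2 (about 3.8), 6.43 for KRT81 (about 3.8), 5.88 for PAQR5 (about 3.6), 6.56 for NAV3 (about 3.6), 5.33 for FRMD6 (about 3.2), 5.59 for PTPRZ1 (about 3.2), 6.53 for ITGBL1 (about 3.2) and 4.59 for MCTP1 (about 3.0) among the enriched genes, and −5.38 for HOXB6 (about −3.4), −7.18 for MAP2 (about −3.5), −5.14 for RGS5 (about −3.6), −5.67 for TENT5A (about −3.6), −5.14 for KRT8 (about −3.6), −6.46 for HOXB8 (about −4.2), −6.67 for HOXB9 (about −4.4), −7.72 for ANK3 (about −4.7), −7.01 for MMP1 (about −4.7) and −8.01 for ALDH1A1 (about −5.6) among the depleted genes. The ratio of the values lay between 1.43 and 2.05, with a median of 1.58. Whether the paper's values are on another scale, by the base of the logarithm or a pseudocount, was not tested. DESeq2, the replicate block and leaving out single libraries brought none of the 20 genes within the error, and the other reference group none of the 18 genes tested in that contrast, which leaves out ANK3 and MAP2. CEBPD between the untreated lines was at 2.44 against about 1.4 in Figure S3, read by eye, and between 24 h and 0 h in C/EBPδ-inducible cells at 3.83 against about 3.1. The analysis of variance gave 2.17 and 3.78, and none of the alternatives closed either gap.

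The GSEA p was 0.119 against the paper's 0.0058. The p here counts all permutations, whatever the sign of their score. Whether the GSEA program counts them in this way was not examined, so that the values may be different measures. Ranking on linear CPM, an alternative set before the data were examined, gave 0.0099, the smallest p that 100 permutations can give, and passed a cut-off of 0.05. The paper does not state whether it ranked linear or log values, so that the linear ranking may be the closer one. The alternatives over all libraries with other permutations, weights or filters, from 0.0594 to 0.406, did not. The libraries at 24 h alone gave 0.05, and C/EBPδ-inducible cells at 24 h against 0 h gave 0.15. Each of these has 20 assignments, which allow a smallest p of 0.05, so that neither could pass. The normalized enrichment score was 1.15 against about 1.4 in Figure 5D, read by eye, which is within 1.5 times. With permuted genes in place of permuted labels the score was 1, which is within that limit too. The limit therefore cannot tell an enrichment from none.

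The paper states for Figure S8 that CDH1 is the sole EMT marker with a significant change. LAMB1, MUC1, SDC1, S100A4 and ZEB1 were DEGs as well, and under the analysis of variance S100A4 alone was. It states that no marker of Figure S10 changed significantly and gives NES as lower without significance, while CD44, KLF4 and NES were DEGs here, with −0.45, −0.58 and −0.86 on the log2 scale. It states the same of Figure S11, where APP, CCR1, CD44, DAG1, PLXND1 and VEGFA were DEGs. The paper plots CEBPD as the most enriched gene of Figure 1B. By the edgeR estimates TENM2, with a log2 fold change of 6.81 (standard error 0.111), was above CEBPD with 6.43 (standard error 0.0592). The estimates of NAV3 (6.56, standard error 0.131) and ITGBL1 (6.53, standard error 0.18) were higher than that of CEBPD as well. TENM2 had a low CPM in CTRL cells, so that the order depends on the scale. On log2(CPM + 1), the analysis of variance gave 6.08 for CEBPD. The mean CPM of TENM2 in these groups corresponds to a smaller difference on that scale, which places CEBPD above TENM2. For NAV3 and ITGBL1 the order on that scale was not compared.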

Other observations

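The tests of CDH1 in CTRL cells and of CDH1 against epithelial markers in treated C/EBPδ-inducible cells were chosen after their values were seen. The other tests of this part were set before their results were seen, but the choice of genes for the test of mixed libraries was changed, as described there.

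For the comparisons of the text that are not named above, other splits of the same 6 libraries were run. For the lines at 24 h, for C/EBPδ-inducible and for CTRL cells between 24 h and 0 h, for the genes of Table 1 and the EMT, CSC and osteoclast panels, and for the actin set at 24 h, 1 of the 4 splits that part every same-numbered pair gave a result as large, which is the real one. The other such splits and the 6 that part fewer pairs gave at most 1 gene past the FDR, and camera p values from 0.141 to 0.367. With 4 splits the share cannot be under 0.05 whatever the outcome, so that the share itself does not weigh for or against a grouping by chance. For the lines at 24 h, 7756 genes were called with the replicate block and a correction for GC content and length (median change of the log2 values 0.0336), and 6510 after thinning, against 7187 with the block alone.

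The actin set was lower in C/EBPδ-inducible cells at 24 h. A difference between the lines before doxycycline was tested as an explanation, and at 0 h limma's camera test, for which no exact permutation of the libraries was run, gave p = 0.143 with a set median of −0.044. For the interaction limma's camera test gave p = 5.8e-05, but in an exact permutation 2 of the 32 splits of its libraries gave a camera p as small. These are the real one and a mixed split (1.12e-05), while the exchange of a whole line gave 0.004. A grouping of the libraries by chance is therefore not excluded for the interaction.

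Genes of the integrated stress response may account for a part of the change in CTRL cells between 0 and 24 h. Of 20 genes listed before this test was run, though after the first results were known, 19 were tested, and 18 were higher at the FDR of 0.01, with a median log2 fold change of 0.84 and a camera p of 6.72e-164, which rests on a preset inter-gene correlation. The set was also higher in CTRL cells at 8 h (median 1.18) and 48 h (1.31) and in C/EBPδ-inducible cells at 8, 24 and 48 h (0.96, 0.68 and 0.95). Doxycycline and culture time cannot be separated in these libraries.

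In the C/EBPδ-inducible libraries at 24 h, transcripts abundant in CTRL cells increased from replicate 1 to replicate 3. To test for reads or cells of the CTRL line mixed into these libraries, genes were to be chosen at 0 h with at least 20 CPM in CTRL cells and at most 1% of that in C/EBPδ-inducible cells. No gene was left outside the 4 in which the pattern was noticed, and the limits were changed to 5 CPM and 2% from the number of genes at 0 h, before the outcome was seen. Of the 21 genes chosen, 81% (17) had a higher CPM in replicate 3 than in replicate 1, which mixing would give. Their summed expression was 0.895, 1.39 and 1.50% of that in CTRL cells in replicates 1 to 3, and between 1.10 and 2.03% in the other C/EBPδ-inducible libraries. In the other direction, 9 genes high in C/EBPδ-inducible cells and chosen with the same limits stood at 0.971 to 1.92% in the CTRL libraries of all time points. As both sets were limited to 2% at 0 h, shares of this size are expected without mixing too, and the explanation is left open. The genes are not independent, and a difference in the proportions of the pooled clones between wells was not tested.

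CDH1 varied between the CTRL libraries, from 2 to 33 counts. Reads of another, epithelial sample were tested through the mean of 16 epithelial markers, not including CDH1, over the 12 CTRL libraries: Pearson r was 0.76 (permutation p = 0.00455, and 0.00455 after adjustment over the 2 relations computed) and Spearman rho 0.427 (permutation p = 0.167). Without replicate 1 at 8 h and replicate 1 at 48 h, the libraries farthest from the median, r was 0.271, so that the relation rests on them and the explanation cannot be settled. In the 9 C/EBPδ-inducible libraries with doxycycline, CDH1 followed the same marker mean, with a Pearson r of 0.904 (two-sided exact permutation p = 0.00125, adjusted 0.00249) and a Spearman rho of 0.917 (exact permutation p = 0.00131). Without replicate 3 at 8 h and replicate 3 at 24 h r was 0.837, and for deviations from the means of the time points it was 0.923 (exact permutation p = 0.0139 within time points).

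The rise of CDH1 in C/EBPδ-inducible cells was tested against these explanations. The marker mean changed by 0.11 over all times of doxycycline (two-sided exact permutation p = 0.532), but this value pools different changes. From 0.73 ± 0.177 at 0 h on the log2(CPM + 1) scale it was 0.976 ± 0.28 at 8 h, 0.596 ± 0.231 at 24 h and 0.958 ± 0.253 at 48 h (SD, n = 3 each), while CDH1 went from 0.159 ± 0.148 to 2.49 ± 0.311, 1.45 ± 0.195 and 2.20 ± 0.431 (SD, n = 3 each). At 24 h CDH1 was thus higher than at 0 h without a higher marker mean, whereas reads or cells of an epithelial kind may contribute to its level in the single libraries, given the r of 0.904. In CTRL cells CDH1 changed by −0.14 with doxycycline (p = 0.668, exact permutation). No single explanation of the rise can be named from these values.

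Among the genes named by rule, CENPT rose in CTRL cells from 48.1 ± 2.60 CPM at 0 h to 76.7 ± 6.39, 180.0 ± 9.17 and 223.2 ± 23.4 CPM at 8, 24 and 48 h (SD, n = 3 each), and stayed between 36.1 ± 0.905 and 47.5 ± 1.13 CPM in C/EBPδ-inducible cells. IL23R rose in CTRL cells from the floor at 0 h to 4.48 ± 0.136 CPM at 24 h and 11.7 ± 0.947 CPM at 48 h (SD, n = 3 each), and was at the floor in C/EBPδ-inducible cells at every time point. No explanation was tested for either gene. By chromosome, noticed after the values were seen, the median log2 fold change between the untreated lines was lowest for chromosomes 9 (−0.41), 13 (−0.24) and 20 (−0.24), while for 24 h against 0 h in C/EBPδ-inducible cells these medians were −0.0065, 0.0018 and 0.014.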
